# Developmental alterations in the transcriptome of three distinct rodent models of schizophrenia

**DOI:** 10.1371/journal.pone.0232200

**Published:** 2020-06-04

**Authors:** Jennifer J. Donegan, Angela M. Boley, Jeremy P. Glenn, Melanie A. Carless, Daniel J. Lodge

## Abstract

Schizophrenia is a debilitating disorder affecting just under 1% of the population. While the symptoms of this disorder do not appear until late adolescence, pathological alterations likely occur earlier, during development *in utero*. While there is an increasing literature examining transcriptome alterations in patients, it is not possible to examine the changes in gene expression that occur during development in humans that will develop schizophrenia. Here we utilize three distinct rodent developmental disruption models of schizophrenia to examine potential overlapping alterations in the transcriptome, with a specific focus on markers of interneuron development. Specifically, we administered either methylazoxymethanol acetate (MAM), Polyinosinic:polycytidylic acid (Poly I:C), or chronic protein malnutrition, on GD 17 and examined mRNA expression in the developing hippocampus of the offspring 18 hours later. Here, we report alterations in gene expression that may contribute to the pathophysiology of schizophrenia, including significant alterations in interneuron development and ribosome function.

## Introduction

Schizophrenia is a debilitating psychiatric disorder that affects just under 1% of the population[1]. It is characterized by positive symptoms, such as delusions and hallucinations; negative symptoms, such as blunted affect and social avoidance; and cognitive symptoms, including disruptions in working memory and cognitive inflexibility. As early as the 1980’s, it was proposed that schizophrenia was a neurodevelopmental disorder[2,3]. Evidence for this theory comes from the observation that prenatal complications such as maternal infection[4–8] and famine[9–13] significantly increase the risk of developing psychosis; and postmortem studies reveal neuroanatomical alterations indicative of abnormal neuronal development (i.e. heterotopias[14,15]). Further, many of the genes implicated in schizophrenia have been associated with neurodevelopmental processes[16,17] and the etiology of schizophrenia overlaps with the etiology of other neurodevelopmental disorders, like autism[18].

Recent work has demonstrated a key role for the hippocampus in the pathology of schizophrenia. In humans, anatomical and physiological changes are consistently observed in the hippocampus. Specifically, using imaging approaches, an increase in hippocampal activity at rest has been observed in schizophrenia patients[19–22]. This increase in hippocampal activity has been correlated with the severity of positive symptoms[23], suggesting that aberrant hippocampal activity may be a key site of pathology in schizophrenia. Indeed, we have previously used rodent models to demonstrate that aberrant dopamine system function and behavioral correlates of positive, negative and cognitive symptoms of schizophrenia are directly attributable to a pathological increase in hippocampal activity[24,25].

This increase in hippocampal activity is thought to be caused by a loss of inhibitory interneuron function. In schizophrenia patients, reductions in specific interneuron subtypes have been observed in the hippocampus[26,27], and work in our lab (and others) has demonstrated that disrupting interneuron function can induce schizophrenia-like deficits in behavior[28,29]. Further, restoring interneuron function in a rodent model of schizophrenia was able to alleviate schizophrenia-like deficits[30,31]. However, these disruptions in hippocampal and interneuron function have all been observed in schizophrenia patients after the first episode of psychosis or in the prodromal period. Due to the developmental nature of the disorder, it is important to identify the neurobiological changes that occur during gestation. Therefore, we began these studies with the *a priori* hypothesis that schizophrenia-like deficits are caused by disruptions in interneuron development and migration. This hypothesis could be tested by qPCR to measure the expression of a limited number of genes involved in interneuron development and migration. However, recent technological advances have made RNA Sequencing more feasible. Therefore, in the current experiments, we use RNA Sequencing to identify changes across the entire transcriptome to determine if development disruptions affect interneuron development as well as other neural pathways.

While there are limitations to the use of individual rodent models to parallel human schizophrenia, the examination of similarities across a number of diverse models can provide critical information about alterations that may contribute to schizophrenia. Therefore, in the current experiments, we utilize three validated developmental disruption models of schizophrenia, induced by the administration of methylazoxymethanol acetate (MAM) [32], Polyinosinic:polycytidylic acid (Poly I:C) [33], or protein malnutrition[34], to examine potential overlapping alterations in the hippocampal transcriptome during embryonic development.

## Materials and methods

All experiments were performed in accordance with the guidelines outlined in the USPH Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of the University of Texas Health Science Center at San Antonio.

### Rodent models

Timed pregnant female Sprague-Dawley rats were obtained from Envigo on gestational day 11. Either polyinosine:cytosine (Poly I:C, 7.5 mg/kg, i.p), methylazoxymethanol acetate (MAM: 22mg/kg, i.p.) or saline were administered on gestational day 17. For maternal protein malnutrition, pregnant rats had access to a low protein diet *ad libitum* (Envigo: TD.90016) containing 6.1% protein, 75.6% carbohydrate and 5.5% fat (3.8Kcal/g) from GD11-GD18. Control rats were fed an isocaloric diet of 20.3% protein, 61.6% carbohydrate and 5.5% fat (3.8Kcal/g: Envigo: TD.91352) from GD11-GD18. Pregnant rats were sacrificed on GD18 (18 hours following drug administration), three pups per mom were removed and the developing neocortex and hippocampus (Fig 1) were dissected on ice and frozen. Experiments included pups from multiple (two) litters for a total of 6 pups per group.

**Fig 1:**
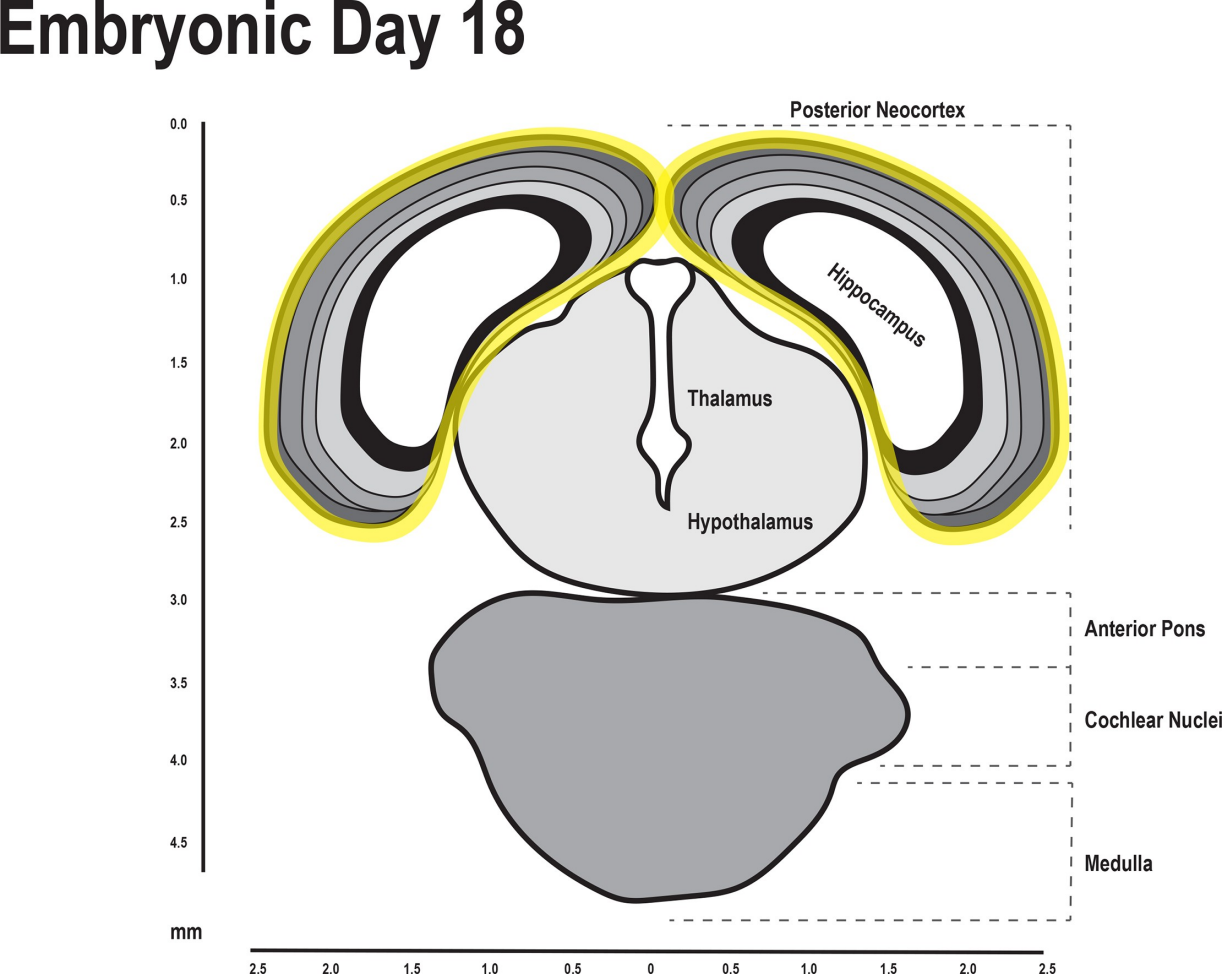
The hippocampus and neocortex was dissected for RNA sequencing. Diagram of the fetal brain on embryonic day 18. The hippocampal and neocortical regions that were dissected are outlined in yellow[35].

### RNA sequencing

RNA was extracted using the Qiagen AllPrep kit. Briefly, 17-75mg of tissue were homogenized in 600–2,400ul RLT buffer, and then processed through the AllPrep kit following manufacturer’s instructions. RNA samples were then DNase treated using the TurboDNA-free kit (Thermo Fisher Scientific) and cleaned with the Zymo RNA Clean and Concentrator kit. 250ng of RNA underwent cDNA library preparation using the Illumina TruSeq Stranded mRNA kit, followed by cluster generation and sequencing (2x100bp paired end read) on the Illumina HiSeq 2500.

In Partek Flow, input paired fastq files were trimmed by quality at both ends using phred 30 and minimum read length of 25 as cutoffs (Trim Bases tool). Quality reads were aligned to the RefSeq rn6 genome (Rattus norvegicus) with the STAR v2.4.1d aligner using default parameters for a mammalian genome. Aligned reads were quantified (Quantify to Annotation Model Partek E/M tool) against RefSeq rn6 Transcripts 80 (2017-02-06) and resulting counts were normalized by sample to TPM (Total per million) with an offset of 0.0001 (Normalize Counts tool). Normalized reads were used for GSA (Gene Specific Analysis tool) of differential expression at gene and transcript levels. For differential expression analysis, genes were included if the lowest average coverage (normalized read count) by treatment group was greater than 1.0 and if they were within the estimation reliability cutoff defined by the Partek software. 

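Of the deposited normalized values, 20.9% equal the offset of 0.0001. The mean normalized value was above 1 in each of the 4 groups for 5086 genes, and these genes were tested in the comparisons of groups. The estimation reliability limit of the Partek software was not applied here, and 45 of the 1994 S1 Table genes matched have a lowest group mean of 1 or less, so the paper's filter was not reached in full. Because the values are normalized to length, the limit of 1 kept short genes. The median genomic span in the GRCr8 assembly was 12278 bases for the genes tested and 40405 bases for untested genes with a mean of at least 10 estimated reads.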

In total, 5,212 genes were included for differential expression analysis.

### Quantitative polymerase chain reaction

300 ng RNA was converted to cDNA using the Applied Biosystems High Capacity Reverse Transcription Kit. Real-time quantification of diluted cDNA was performed in triplicate reactions containing sample (10 ng), Applied Biosystems TaqMan Universal PCR Master Mix (20X), and TaqMan Gene Expression Assay (20X) on a BioRad CFX384 Real Time System. Cycling Conditions consisted of one cycle at 50°C for 2 min, one cycle at 95°C for 10 min, followed by 50 cycles of denaturation (95°C for 15 sec) and elongation (60°C for 1 min). The relative gene expression was calculated using the 2^-ΔΔCT^ method. The following TaqMan Gene Expression Assays were used: Dlx1 (Rn01513884), Dlx5 (Rn00564070), Lhx6 (Rn1438474), Nkx2.1 (Rn01512482), and GAPDH (Rn01775763).

### Analysis

The RNA Sequencing data were analyzed using Advaita Bioinformatics iPathwayGuide (http://www.advaitabio.com/ipathwayguide) to define significantly affected pathways, biological processes, molecular interactions, etc. Differences between each treatment group (Poly I:C, MAM and low protein) and control were analyzed individually (S1 Table), followed by a meta-analysis of these data in order to examine potential overlapping or consistent effects of these discrete prenatal manipulations. The qPCR data was analyzed using One-way ANOVAs followed by the Holm-Sidak post-hoc test.

## Results

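RNA from the hippocampus and neocortex of 24 pups was sequenced, with 6 pups in each of 4 groups. Each group comprised 3 pups from each of 2 litters, all collected on embryonic day 18. MAM was given at 22 mg/kg and Poly I:C at 7.5 mg/kg on gestational day 17, 18 hours before collection. The Low Protein diet contained 6.1% protein and the control diet 20.3%. The paper does not state which diet the MAM and Poly I:C dams had, or whether the Low Protein dams were injected. The authors deposited TPM values to which the offset was added, and not counts, so that the values of every pup sum to 70350.1. The number of reads per pup was therefore estimated from the smallest steps between values of low genes, of which 46.3% to 54.1% per pup lay within 0.05 of a whole number of reads, against 10% by chance. These estimates ranged from 24.9 to 64.6 M (megareads), with a median of 33.9 M in saline-treated controls, 44.2 M in Low Protein, 42.4 M in MAM and 30.7 M in Poly I:C pups. The log2 of each normalized value was compared between each treatment group and saline with limma, with all 24 pups in a single fit and Benjamini-Hochberg adjustment over the genes tested. Each standard error given with a log2 fold change comes from that fit. Single genes were also compared between 6 pups and 6 pups with an exact two-sided permutation test of the mean log2 value over 924 splits. The pup was the replicate in these tests, although the dam received the treatment. Genes are named by the symbols of the deposited table.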

*All RNA Sequencing data is freely available online at the GEO (Gene Expression Omnibus) public functional genomics data repository (*https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149828).

### MAM

In this experiment, **599** differentially expressed genes were identified out of a total of **5211** genes with measured expression (S1 Table). These were obtained using a threshold of **0.05** for statistical significance (p-value). These data were analyzed in the context of pathways obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (Release 81.0+/01-20, Jan 17)[36,37], gene ontologies from the Gene Ontology Consortium database (2016-Sep26) [38], predicted miRNAs from the miRBase (Release 21) and MICROCOSM (Microsm version:v5) databases[39–44], and diseases from the KEGG database (Release 81.0+/01-20, Jan 17)[36,37]. 

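With limma, 572 of the genes tested differed between MAM and saline pups at an unadjusted p under 0.05, of which 156 were higher and 416 lower in MAM. By chance, 254.3 genes would pass this threshold on average. Other splits of these 12 pups gave between 15 and 1133 genes, with a median of 116. As many as 572 were found in 9 of 100 splits, the real split included. After adjustment 1 gene passed, Aen, which encodes a nuclease induced by the tumor suppressor p53. Its normalized value was 2.20 ± 0.102 (SD, n = 6 pups) in MAM and 1.73 ± 0.150 (SD, n = 6) in saline, a log2 fold change of 0.35 (standard error 0.058, limma adjusted p = 0.0145). Every MAM pup had a higher Aen value than every saline pup (exact permutation test, p = 0.00216, the smallest that 6 pups against 6 allow). The limma adjusted p of Aen stayed under 0.05 in 19 of 24 fits that left out 1 pup and in 5 of 8 that left out 1 litter. These fits include those without Low Protein or Poly I:C pups, which do not enter the Aen difference. Every fit in which it rose above 0.05 left out MAM or saline pups. Without MAM litter 1, MAM litter 2 or saline litter 1 the limma adjusted p was 0.104, 0.808 and 0.928. It was 0.0731 with only the 12 pups compared in the fit and 0.643 with litter means. Over all alternatives it ranged from 0.000595 to 0.928. In total, the values of 40 genes did not overlap between the MAM and saline pups, or 0.786% of the genes tested against 0.216% by chance. The count of differentially expressed genes rose most without the filter on low values, to 1387 of 15122 genes, and fell most without saline litter 1, to 163. Leaving out saline pup 2-1 raised the count to 862, while leaving out saline pup 1-3 lowered it to 284 and MAM pup 2-2 to 328. The direction depended on the scaling of the samples. Of the altered genes 27.3% were higher in MAM with the deposited scaling, but 60.6% with the median of ratios, 69.0% with the upper quartile, 58.0% with library size and 62.0% with a gene length offset.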

In summary, **28** pathways were found to be significantly impacted (S1 Table). In addition, **503** Gene Ontology (GO) terms, **15** miRNAs (predicted based on targets), and **3** diseases were found to be significantly enriched based on uncorrected p-values (S1 Table).

### Poly I:C

In this experiment, **532** differentially expressed genes were identified out of a total of **5211** genes with measured expression (S1 Table). These were obtained using a threshold of **0.05** for statistical significance (p-value) and a log fold change of expression with absolute value of at least **0.6**. 

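Poly I:C altered 506 genes at an unadjusted p under 0.05, with 216 higher and 290 lower than in saline pups. After adjustment, 0 genes passed, and the lowest limma adjusted p was 0.115 for Aldh1b1. For 25 genes, or 0.492% of those tested, the values of the Poly I:C and saline pups did not overlap. The litters contributed unevenly. Without Poly I:C litter 1, 964 genes passed unadjusted and 219 adjusted, whereas 228 passed unadjusted without litter 2.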

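An absolute log2 fold change of at least 0.6 was reached by 3 of the genes altered in Poly I:C, 2 of those altered in MAM and 0 of those altered in Low Protein. The fold changes in S1 Table are signed linear ratios of the group means. For the 1994 genes of the part of S1 Table read here that were matched by name, they differed from the ratios of the deposited values by at most 1.18e-05 on the log2 scale. The smallest absolute fold change there was 1.00001. Among the genes altered here at the unadjusted threshold, the smallest absolute signed fold was 1.07 in Low Protein and 1.06 in both MAM and Poly I:C.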

We identified **22** pathways, **527** Gene Ontology (GO) terms, **52** miRNAs, and **5** diseases that were significantly enriched based on uncorrected p-values (S1 Table).

### Protein malnutrition

In this experiment, **440** differentially expressed genes were identified out of a total of **5211** genes with measured expression (S1 Table). These were obtained using a threshold of **0.05** for statistical significance (p-value) and a log fold change of expression with absolute value of at least **0.6**. 

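Low Protein altered 419 genes at the same unadjusted threshold, with 186 higher and 233 lower than in saline pups. After adjustment, 0 genes passed, and the lowest limma adjusted p was 0.160 for Mrpl55, which encodes a mitochondrial ribosomal protein. The values of 38 genes, or 0.747% of those tested, did not overlap between Low Protein and saline pups. Without saline litter 2, 271 genes passed the unadjusted threshold. With Low Protein litter 1 left out, 9 genes passed after adjustment, in a fit whose Low Protein pups come from 1 dam.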

We identified **21** pathways, **476** Gene Ontology (GO) terms, **29** miRNAs, and **7** diseases that were significantly enriched based on uncorrected p-values (S1 Table).

### Meta-analysis

To examine potential overlapping alterations in the transcriptome that could underlie the common neurophysiological and behavioral alterations observed in these rodent models, we performed a meta-analysis of these data using iPathway Guide. Of the differentially expressed genes described above, ~20% were consistently altered in 2 or more experimental conditions and 33 total genes were consistently altered across all three experimental groups (Fig 2). Similarly, 13 of the 58 pathways identified were also consistently altered in multiple (2 or more) experimental conditions (Fig 2). 

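Of 1211 genes altered in at least 1 model at the unadjusted threshold, 954 were altered in 1 model, 228 in 2 models and 29 in all 3. Hence 257 genes, or 21.2%, were altered in 2 or more models. The 29 genes changed in the same direction in the 3 models, 10 being higher and 19 lower. All 3 comparisons use the same saline pups, so that some overlap arises without any treatment effect. In 100 simulations of 3 unchanged groups against these saline pups, a mean of 16.7 genes was altered in all 3 groups (95% of simulations between 0 and 120) and a mean of 12.5% of altered genes in 2 or more. The simulations altered a mean of 217 genes per comparison, against 499 observed. The overlaps are therefore compared at unlike numbers of altered genes. Across genes, which are not independent replicates, the log2 fold changes correlated at r = 0.61 between Low Protein and MAM, 0.58 between Low Protein and Poly I:C and 0.24 between MAM and Poly I:C. The same simulations gave mean values of 0.43, 0.50 and 0.47. Under the alternatives tried at the unadjusted threshold, the number of genes altered in all 3 models ranged from 8 without Poly I:C litter 2 to 106 without the filter on low values. The paper made this comparison to look for shared changes of the transcriptome behind the neurophysiological and behavioral alterations that these models have in common.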

Of specific relevance to schizophrenia, were GO terms ‘Neuroactive Ligand-Receptor Interactions’ (ranked 5^th^) and ‘GABAergic Synapses’ (Ranked 15^th^) (Fig 3). We also had an *a priori* hypothesis that these conditions would produce alterations in genes known to regulate GABAergic neuron differentiation and migration. Indeed, we observed decreased expression of genes related to specific subsets of GABAergic development, specifically those associated with medial ganglionic eminence (MGE: but not caudal GE) derived interneurons (Fig 4). These results were confirmed using qPCR (Fig 5). 

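The list of 5 MGE-associated genes of the paper had a median log2 fold change of -0.38 in Low Protein, -0.26 in MAM and -0.14 in Poly I:C. A set test that compares a list with all other genes (camera in limma, correlation between genes preset to 0.01) gave adjusted p-values of 1.31e-05, 0.0332 and 0.0563 over the 3 comparisons. With the correlation estimated from the data, which was 0.68, these became 0.0730, 0.324 and 0.324. A rotation test (fry in limma) gave 0.0275, 0.106 and 0.276. Pup scores on the list differed from saline by -0.44, -0.30 and -0.14 (exact permutation tests, p = 0.0390, 0.106 and 0.509). Thus the Low Protein difference passed 0.05 with fry and not with the estimated correlation, and the MAM difference passed with neither. Nkx2-1, which the paper writes as Nkx2.1, ranged from 1.79 to 9.74 among saline pups. Its log2 fold changes of -0.71 in Low Protein, -0.51 in MAM and -0.05 in Poly I:C had a standard error of 0.45 (exact permutation tests, p = 0.232, 0.275 and 0.920). Saline pup 2-1 had the highest values of Dlx1, Dlx5, Lhx6 and Nkx2-1 among saline pups. Without it, the median log2 fold changes of the list were -0.27, -0.16 and -0.03, and the camera adjusted p for MAM was 0.518, the highest over its alternatives, which ranged from 0.00160.

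**Figure D1:**
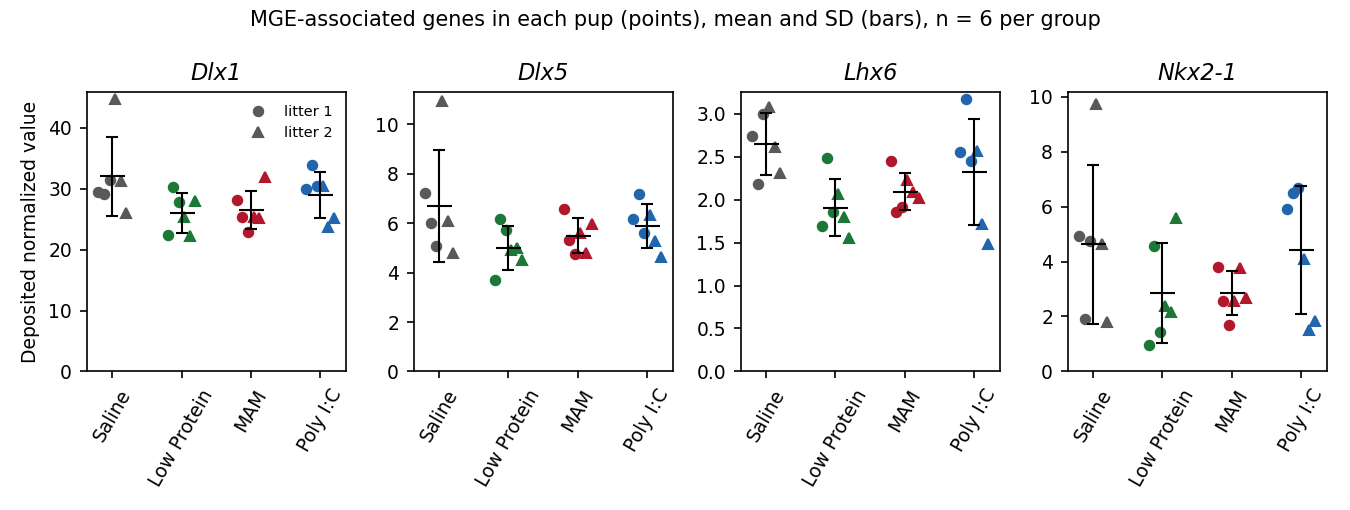
Deposited normalized values (y axis, TPM with offset) of 4 MGE-associated genes in each pup by group, with litter 1 as circles, litter 2 as triangles, and bars for the mean and SD (n = 6). The saline triangle at 44.8 for Dlx1, 11.0 for Dlx5, 3.08 for Lhx6 and 9.74 for Nkx2-1 is saline pup 2-1, and the groups overlap for each gene shown.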

Finally, some of the most robust alterations were observed in genes associated with ribosomal function (ranked 1^st^—Fig 6).

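The 79 genes that encode cytosolic ribosomal proteins had a median log2 fold change of 0.17 in Low Protein, 0.09 in MAM and 0.04 in Poly I:C. Of these, 76 genes were higher than in saline in Low Protein, 69 in MAM and 60 in Poly I:C. The camera adjusted p-values with the preset correlation were 1.09e-32, 1.67e-22 and 0.0356. With the estimated correlation between these genes of 0.41 they were 0.0325, 0.0496 and 0.630, and with fry 0.0168, 0.0986 and 0.544. Hence the Low Protein difference passed 0.05 with all 3 tests, the MAM difference with both forms of camera and not with fry, and the Poly I:C difference only with the preset correlation. The medians stayed above 0 under each scaling of the samples that was tried. The Poly I:C median changed sign, to -0.02, without Poly I:C litter 2, and the Low Protein median was 0.10 without Low Protein litter 2. Reads of ribosomal protein genes can be shared with pseudogenes, which was not analysed here.

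**Figure D2:**
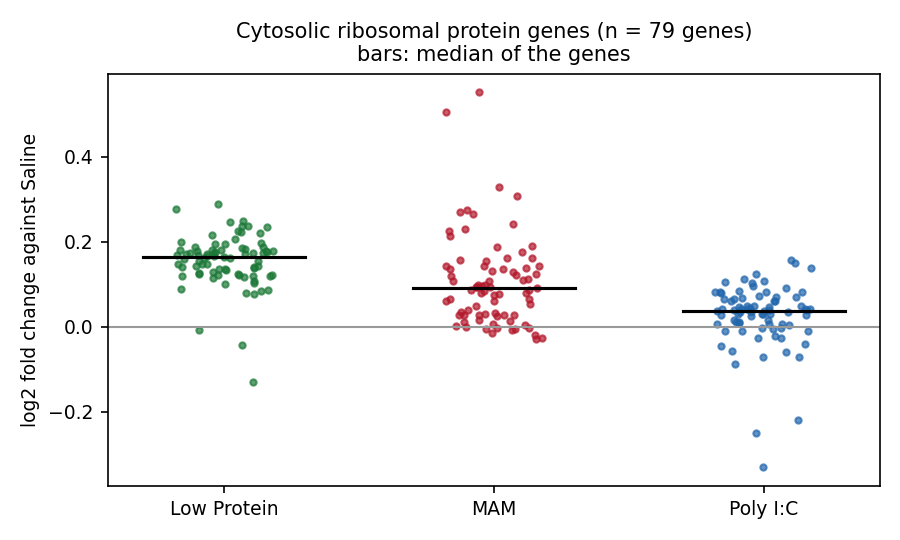
Log2 fold change against saline (y axis) of each of the 79 cytosolic ribosomal protein genes (points) in each model (x axis), with bars for the median. The bars lie at 0.17, 0.09 and 0.04, and most points lie above 0 in each model.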

**Fig 2:**
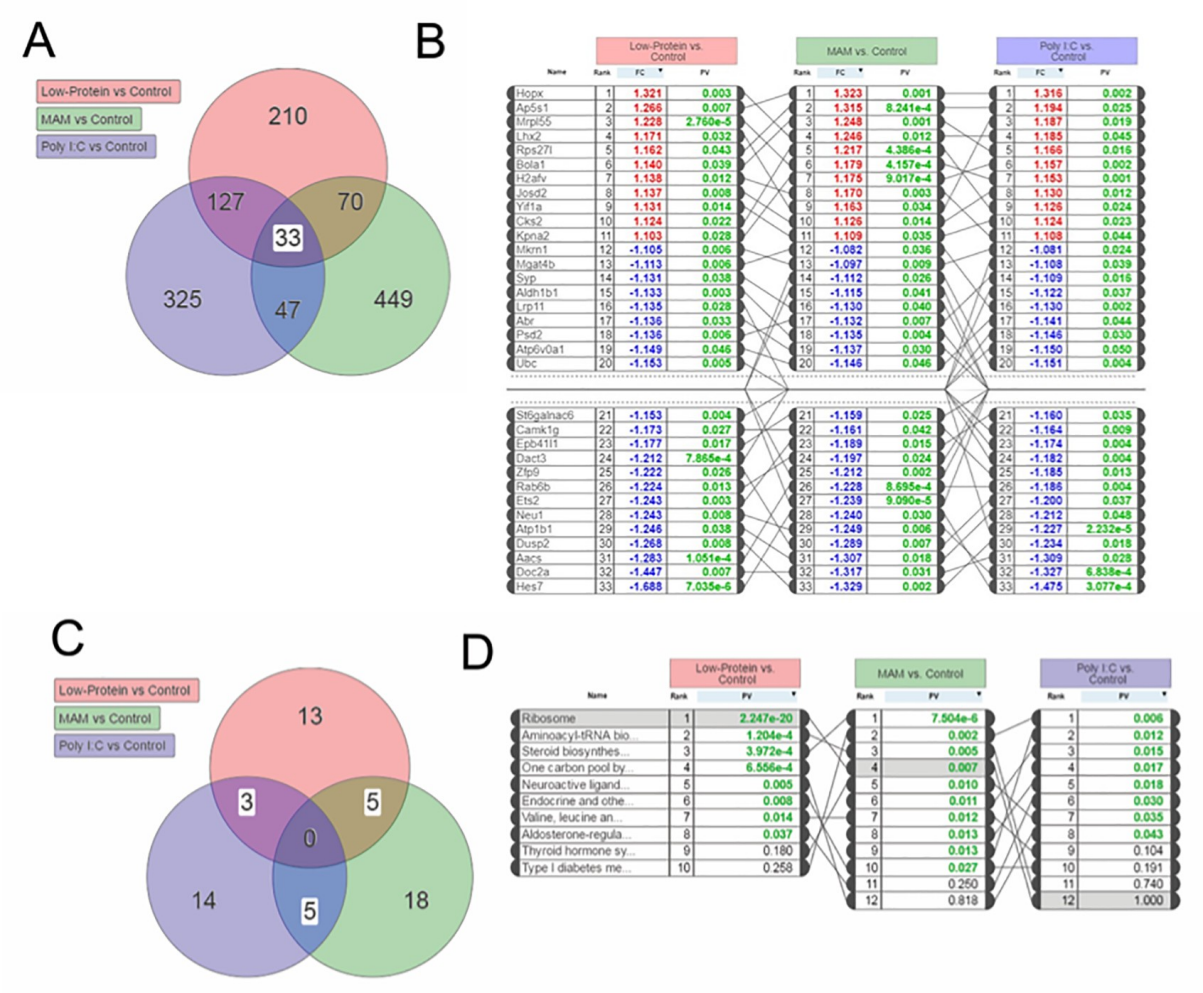
Transcriptional analysis identified consistent and overlapping changes in gene expression across three developmental models of schizophrenia. (A) Venn Diagram showing the number of genes that were differentially expressed in each schizophrenia model compared to control animals. Of these, 33 genes were differentially expressed in all three models. (B) The differentially expressed genes that were affected by all three prenatal manipulations, were ranked. (C) Venn Diagram depicting the pathways differentially altered by all three conditions. (D) Those pathways that showed overlap between at least 2 treatment groups are ranked.

**Fig 3:**
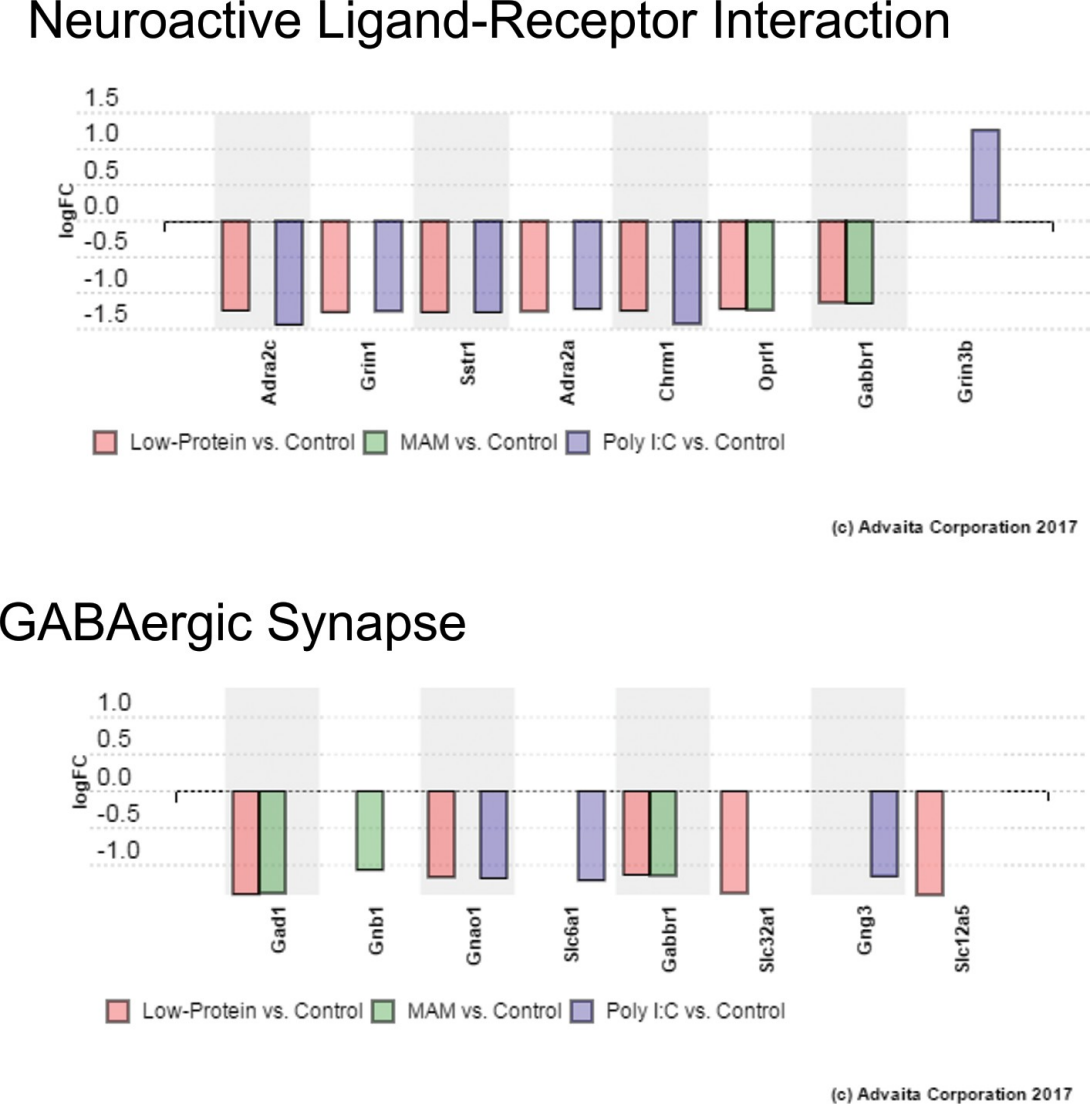
Pathway analysis identified expression changes in genes associated with Neuroactive Ligand-Receptor Interactions and GABAergic Synapses. The unbiased pathway analyses identified pathways with relevance to schizophrenia, including GO terms ‘Neuroactive Ligand-Receptor Interactions’ (ranked 5^th^) and ‘GABAergic Synapses’ (Ranked 15^th^) (A) Graph showing the differentially expressed genes in the Neuroactive Ligand-Receptor Interaction pathway. (B) Graph showing the differentially expressed genes in the GABAergic Synapse pathway.

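Of the genes that the paper names in its text or shows in Figs 2B, 3 and 4, 59 were among the genes tested. In limma, 44 of them differed from saline at an unadjusted p under 0.05 in Low Protein, 36 in MAM and 39 in Poly I:C. When adjusted over the list alone, 33, 14 and 16 genes passed in Low Protein, MAM and Poly I:C, respectively. By the exact permutation test, also adjusted over the list alone, 32, 27 and 3 genes passed. When adjusted over all genes tested, 0 of the 59 passed in each model. At least part of these genes were chosen from the same pups, so for them the adjustment over the list alone is not independent evidence.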

**Fig 4:**
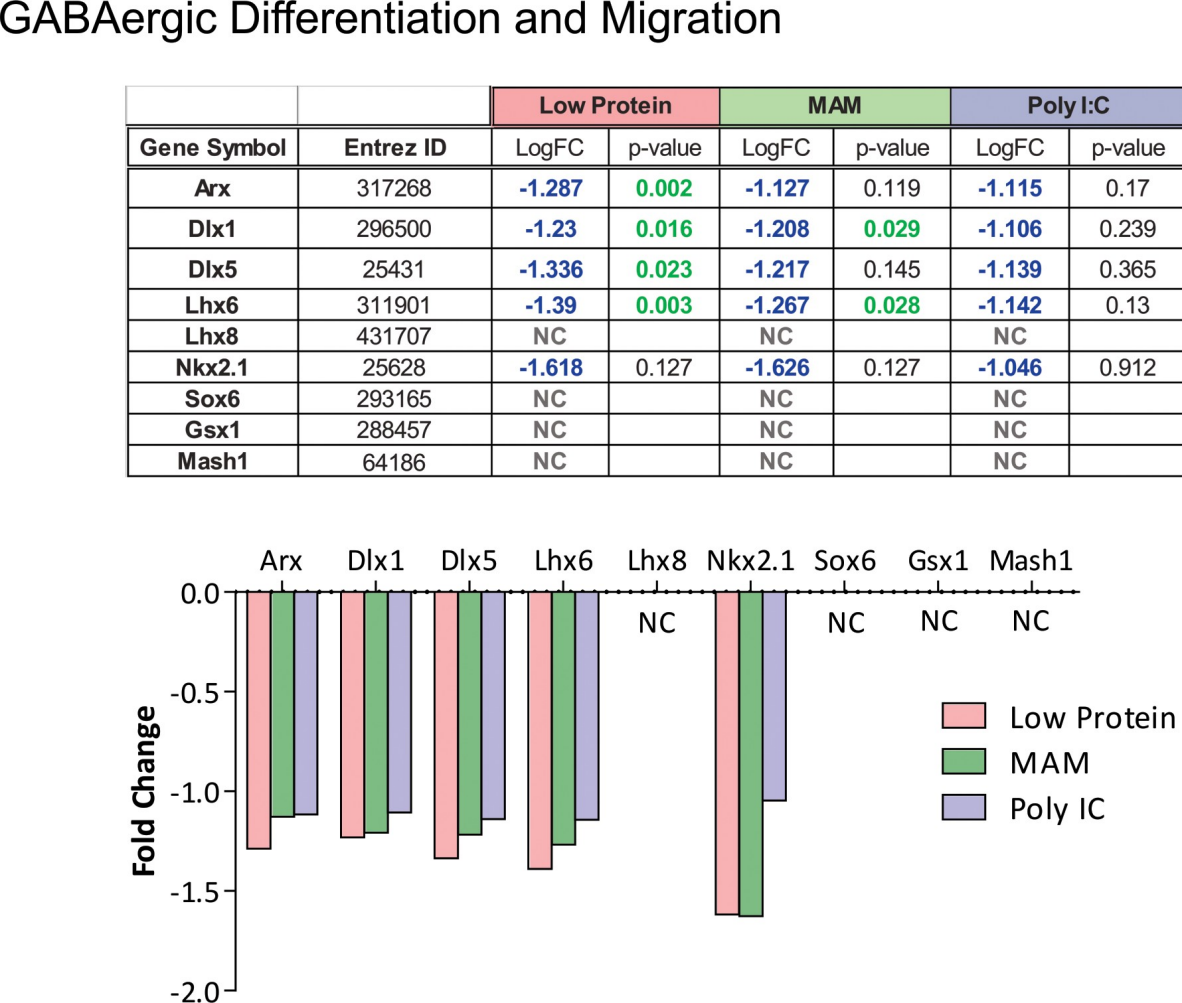
Alterations in genes associated with GABAergic development. In addition to the independent pathway analyses, we had an *a priori* hypothesis that genes involved in interneuron development and migration would be altered in these groups. Specifically, those genes associated with MGE-derived interneurons were downregulated (Arx, Dlx1, Dlx5, Lhx6, & Nkx2.1) whereas markers of CGE-derived interneurons (Sox6, Gsx1, & Mash1) were not significantly affected.

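Sox6 and Gsx1, which the paper lists as CGE markers, were below the limit for testing. Their saline means were 0.0190 ± 0.00157 and 0.565 ± 0.308 (SD, n = 6 pups). The values are normalized to length, and both genes had a mean of at least 10 estimated reads. Whether Sox6 marks CGE-derived cells here was not tested. Their log2 fold changes were -0.15, -0.11 and -0.12 for Sox6 and -0.40, -0.16 and -0.27 for Gsx1. Neither gene differed from saline in exact permutation tests, with the lowest p of 0.0563 for Sox6 in Low Protein. Mash1, the other CGE marker of Fig 4, is not reported here, so these values cover only part of the CGE list. The difference between the MGE and CGE lists was not tested. Lhx8, also shown in Fig 4, had low values of 0.371 ± 0.212 (SD, n = 6) in saline and 0.151 ± 0.150 in Low Protein (exact permutation test, p = 0.0260). Its log2 fold changes were -1.83 in Low Protein, -0.63 in MAM and -0.98 in Poly I:C. With log2(value + 1) they were -0.25, -0.15 and -0.13. When pups or litters were left out, the Poly I:C change lay between -1.96 and -0.0044.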

**Fig 5:**
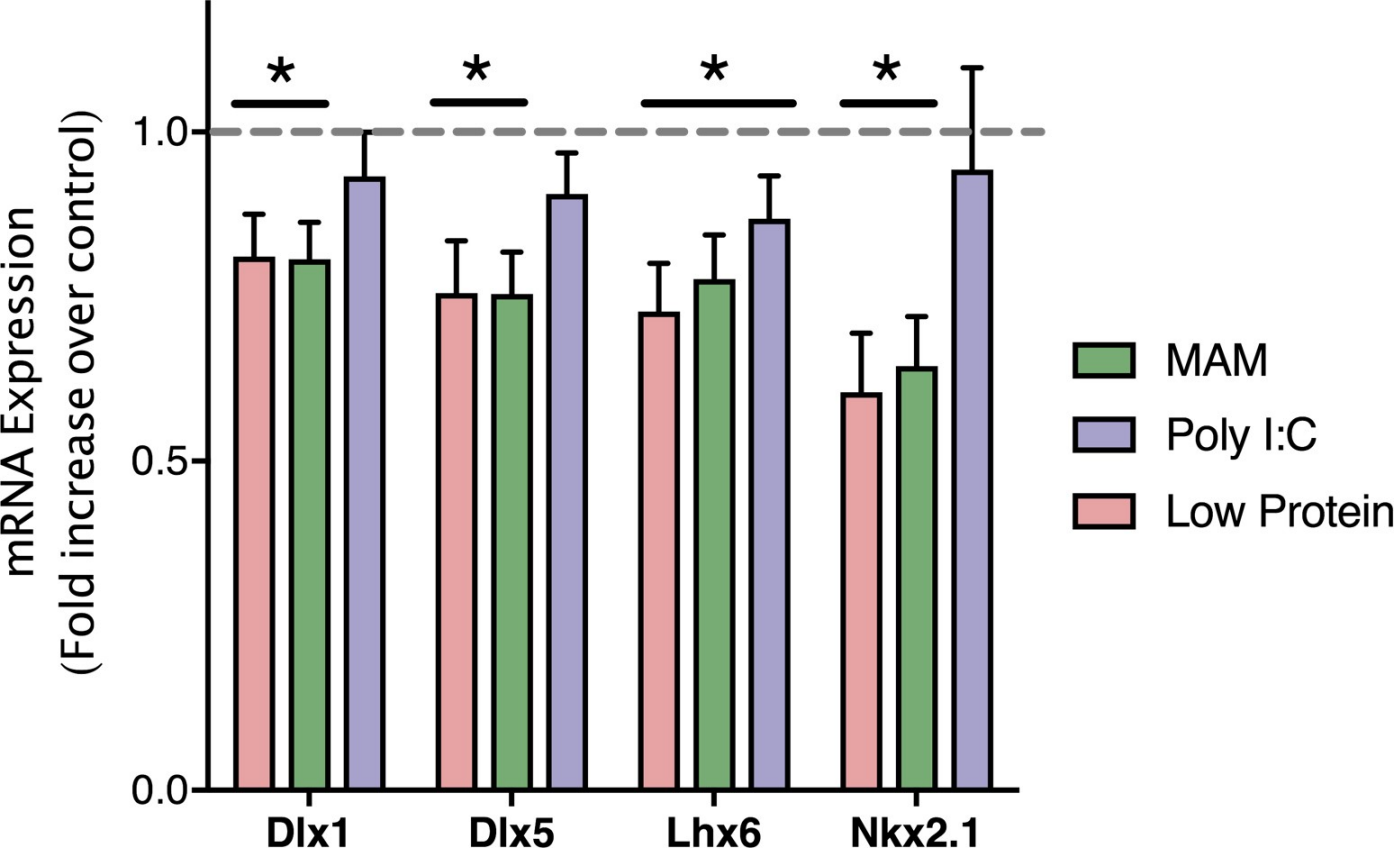
qPCR confirmation of genes associated with GABAergic development. qPCR confirmed that the expression of genes associated with the development and migration of GABAergic interneurons (Dlx1, Dlx5, Lhx6, and Nkx2.1) were decreased by developmental disruption models of schizophrenia. * is p<0.05 compared to saline-treated controls. n = 5–6 per group.

**Fig 6:**
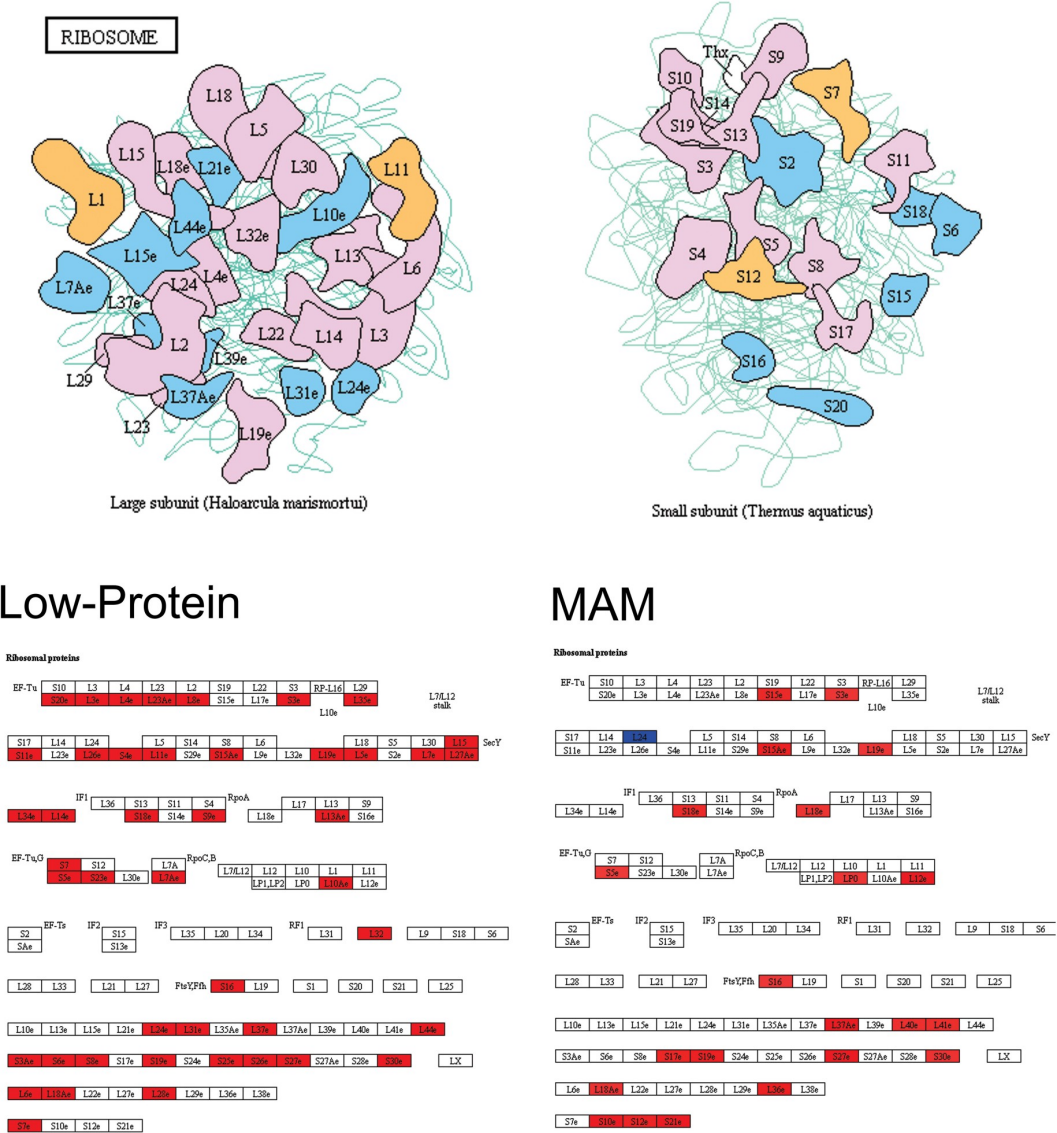
Pathway analysis identified expression changes in ribosomal proteins. The most significant pathway identified was that of Ribosomal function. (Top) Cartoon depicting proteins in the large (left) and small (right) subunits of the ribosome. (Bottom) Both Low-Protein and MAM caused changes in the expression of genes associated with ribosomal proteins. For each treatment group, an increased expression of genes encoding ribosomal proteins are highlighted in red while decreased expression is shown in blue.

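The log2 fold change of single ribosomal protein genes ranged from -0.13 to 0.29 in Low Protein, from -0.03 to 0.55 in MAM and from -0.33 to 0.16 in Poly I:C. To compare pups, the log2 values of the 79 genes were averaged within each pup, relative to the saline mean. The average was 0.15 ± 0.0888 (SD, n = 6 pups) in Low Protein, 0.11 ± 0.101 in MAM, 0.03 ± 0.0989 in Poly I:C and, by construction, 0 in saline with an SD of 0.0664. Against saline, exact permutation tests of these averages gave p = 0.00433, 0.0584 and 0.604.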

### Quantitative polymerase chain reaction

To confirm the Meta-Analysis finding that developmental disruption decreases expression of genes related to GABAergic neuron differentiation and migration, we performed qPCR. One way ANOVAs confirmed that developmental disruption significantly alters the expression of Dlx 1 (F_22_ = 10.34, p<0.05), Dlx 5 (F_22_ = 15.65, p<0.05), Lhx6 (F_22_ = 16.78, p<0.05) and Nkx2.1 (F_22_ = 14.54, p<0.05). The Holm-Sidak post-hoc analysis found that Dlx 1, Dlx 5 and Nkx2.1 expression were all significantly decreased in the Low Protein and MAM treatment groups, as compared to saline-treated controls (p<0.05). Lhx6 expression was decreased by all three developmental disruptions (p<0.05).

## Discussion

In the current experiments, we used an unbiased transcriptional analysis of the developing hippocampus and found consistent and overlapping alterations in gene expression across three distinct developmental models of schizophrenia. Because the hippocampus is hyperactive at baseline in schizophrenia patients, we chose to examine baseline transcription in the three developmental models. In the MAM model, a DNA methylating agent, methylazoxymethanol acetate (MAM), is administered to pregnant female rats on gestational day 17. This model has been shown to produce anatomical (e.g. reduced cortical thickness and hippocampal area[45]), physiological (e.g. hippocampal hyperactivity[24,30,31] and increased dopamine cell population activity[24]), and behavioral changes (e.g. stimulant-induced hyperlocomotion[24,45], prepulse inhibition deficits[45,46], latent inhibition deficits[31,47], decreased social interaction[31,46], working memory impairments[46,48], and cognitive inflexibility[31,47]) that model schizophrenia (for review, see [32]). Viral infection during pregnancy has been associated with an increased risk of schizophrenia in humans[5,49–51] and administration of the viral mimetic, polyriboinosinic-polyribocytidilic acid (Poly I:C), on gestational day 17 has also been shown to produce anatomical (e.g. enlarged ventricles and reduced hippocampal volume[52,53]), physiological (e.g. increased dopamine cell population activity[54] and increased striatal dopamine release[53]), and behavioral (e.g. stimulant-induced hyperlocomotion[53,55], prepulse inhibition deficits[55], latent inhibition deficits[53], decreased social interaction time[56,57], working memory impairments[57,58], and cognitive inflexibility[56]) deficits that resemble schizophrenia (for review, see [33,59]). Epidemiological evidence also suggests that dietary deficiencies during pregnancy is a major risk factor for schizophrenia[9,13,60–62]. Although this rodent model has been less extensively validated than MAM or Poly I:C, evidence suggests that prenatal protein malnutrition can produce anatomical (e.g. decreased prefrontal cortical volume[63]) and behavioral changes (e.g. prepulse inhibition deficits[64], decreased social interaction[65], cognitive inflexibility[66]) that model schizophrenia.

Our meta-analysis identified 33 genes that were altered consistently across the three rodent models. However, of these 33 genes, some have already been implicated in the pathology of schizophrenia. For example, the LHX2 gene encodes the Lim homeobox protein 2, a cortical selector gene that is expressed in cortical precursor cells[67]. 

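Of the 33 genes in Fig 2B, 29 were among the genes tested, of which 28 were altered in all 3 models at the unadjusted threshold and 1 in 2 models. By sign, 22 of the 33 genes were lower and 11 higher than saline in every model. Their log2 fold changes lay between -0.76 and 0.42 in Low Protein, -0.42 and 0.40 in MAM, and -0.56 and 0.38 in Poly I:C. With adjustment over all genes tested, 0 of them passed in any model.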

LHX2 regulates processes such as axon guidance[68] and is required for normal hippocampal development[67]. 

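Lhx2 had a normalized value of 5.80 ± 1.18 (SD, n = 6 pups) in saline, 6.79 ± 0.792 in Low Protein, 6.74 ± 0.341 in MAM and 6.88 ± 0.487 in Poly I:C. The log2 fold changes were 0.25, 0.25 and 0.28 (standard error 0.110). Exact permutation tests gave p = 0.108 in Low Protein, 0.0346 in MAM and 0.0281 in Poly I:C. The limma adjusted p-values were 0.570, 0.418 and 0.393. Saline pup 2-1 lay far below the other saline pups, at 1.83 on the log2 scale against 2.55 to 2.77. Leaving out this pup lowered the log2 fold changes to 0.12, 0.11 and 0.14.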

LHX2 is down-regulated in the hippocampus of schizophrenia patients[69], while our data suggest that it is upregulated in the same region during gestation, a discrepancy that is likely explained by the developmental time point at which the gene was measured. Regardless, implication of this gene in both animal models and human patients reinforces the developmental nature of schizophrenia, and the role of the hippocampus in the pathology of this disorder[32].

In addition, we found that the Syp gene was down-regulated in all three rodent models of schizophrenia. 

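The normalized value of Syp was 14.3 ± 0.871 (SD, n = 6 pups) in saline, 12.6 ± 0.972 in Low Protein, 12.6 ± 0.834 in MAM and 12.3 ± 1.89 in Poly I:C. Its log2 fold change was -0.18 in both Low Protein and MAM and -0.23 in Poly I:C (standard error 0.0824, limma adjusted p = 0.587, 0.424 and 0.314). The differences were larger than the spread between pups in exact permutation tests (p = 0.0130, 0.00866 and 0.0195). The Poly I:C change was -0.39 without Poly I:C litter 1, passing after adjustment (limma adjusted p = 0.0218, range over all alternatives 0.0218 to 0.954), and -0.07 without litter 2.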

Synaptophysin, an integral synaptic vesicle membrane protein, is encoded by the Syp gene. This result is in line with multiple human studies that have found decreased synaptophysin expression in the hippocampus and prefrontal cortex of schizophrenia patients[70–72]. Further, one study found that schizophrenia patients were more likely than controls to have rare single nucleotide polymorphisms in the Syp gene[73]. Schizophrenia patients have decreased hippocampal volumes[74], without a concomitant decrease in neuronal cell loss[75,76], leading some to hypothesize that the volume decrease is a result of reduced synaptic levels[77]. Results derived from our neurodevelopmental model of schizophrenia that show a decrease in Syp gene expression, along with similar findings in human studies, are in line with this hypothesis, as synaptophysin is a major synaptic vesicle protein and one of the most widely used markers of synaptic density.

In addition to a loss of synapses, schizophrenia has also been associated with alterations in neurotransmission. The pathway analysis performed in the current experiments identified consistent alterations (across at least 2 conditions) in genes associated with ‘Neuroactive Ligand-Receptor Interactions’ (Ranked 5^th^). Some of the genes in this pathway have already been associated with schizophrenia in humans. For example, we found that both Low-Protein and Poly I:C decreased expression of Adra2c and Adra2a, genes that encode two forms of the G-protein coupled alpha-adrenergic receptor. 

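Adra2c fell from 1.79 ± 0.209 (SD, n = 6 pups) in saline to 1.44 ± 0.262 in Low Protein and 1.24 ± 0.125 in Poly I:C, and was 1.63 ± 0.354 in MAM. The log2 fold changes in Low Protein, MAM and Poly I:C were -0.32, -0.16 and -0.52 (standard error 0.130, limma adjusted p = 0.543, 0.581 and 0.166). Every Poly I:C pup was below every saline pup (exact permutation test, p = 0.00216, as low as the test allows), while p was 0.0325 in Low Protein and 0.355 in MAM. Adra2a was 4.88 ± 0.359 in saline, 3.90 ± 0.580 in Low Protein, 4.27 ± 0.803 in MAM and 4.00 ± 0.962 in Poly I:C. Its log2 fold changes of -0.34, -0.21 and -0.32 had exact permutation p-values of 0.00649, 0.117 and 0.0758. The Adra2a change in Poly I:C was -0.63 without Poly I:C litter 1 (limma adjusted p = 0.0218, range over all alternatives 0.0218 to 0.999) and -0.014 without litter 2. Adra2c in Poly I:C was at -0.62 without Poly I:C litter 1 (limma adjusted p = 0.0365, range 0.0365 to 0.954). Adra2c in Low Protein was at -0.19 without Low Protein litter 1.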

In humans, positive symptoms are exacerbated by noradrengergic agonists and reduced by antagonists[78]. Further, targeting the alpha 2 noradrenergic receptor has been shown to improve cognitive and negative symptoms in schizophrenia[79]. In addition, schizophrenia has also been linked to glutamatergic dysfunction. For example, antagonists of the ionotropic NMDA glutamate receptor, such as phencyclidine and ketamine, produce psychosis in humans[80]. We also found that both Poly I:C and Low-Protein treatments decreased expression of Grin1, the gene that encodes one form of the NMDA receptor. 

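Grin1 was 1.91 ± 0.170 (SD, n = 6 pups) in Low Protein, 2.15 ± 0.330 in MAM and 1.92 ± 0.451 in Poly I:C. The log2 fold changes were -0.33, -0.17 and -0.36 (standard error 0.125, limma adjusted p = 0.533, 0.543 and 0.310). Every Low Protein pup was below every saline pup (exact permutation test, p = 0.00216, the lowest possible), and p was 0.126 in MAM and 0.0325 in Poly I:C. Leaving out Poly I:C litter 1 moved the Poly I:C change to -0.58 (limma adjusted p = 0.0219, range over all alternatives 0.0219 to 0.954), and leaving out litter 2 to -0.13.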

Gene association studies have identified Grin1 as a candidate gene for schizophrenia and there is a strong association between the G1001C polymorphism on the Grin1 gene promoter and schizophrenia[81]. Our results support the hypothesis that schizophrenia symptoms are associated with disruptions in neurotransmission, even during early stages of neurodevelopment.

GABA is the primary inhibitory neurotransmitter in the brain and pathway analysis identified specific changes in gene expression associated with GABAergic synapses. This is not surprising as deficits in GABAergic function have also been consistently observed in schizophrenia patients. For example, GABA is synthesized by the enzymes glutamic acid decarboxylase 1 and 2 (GAD1 and GAD2) and decreases in GAD expression have been observed across multiple brain regions, including the hippocampus and cortex[82]. This is in line with our finding that both Low-Protein and MAM treatments decreased Gad1 expression. 

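Gad1 had a normalized value of 1.72 ± 0.444 (SD, n = 6 pups) in saline, 1.23 ± 0.244 in Low Protein, 1.25 ± 0.112 in MAM and 1.36 ± 0.467 in Poly I:C. Its log2 fold changes were -0.47, -0.43 and -0.39 (standard error 0.195, limma adjusted p = 0.546, 0.420 and 0.510). Exact permutation tests gave p = 0.0303 in Low Protein, 0.00433 in MAM and 0.208 in Poly I:C. Without Poly I:C litter 1, the change in Poly I:C was -0.77 on the log2 scale and passed after adjustment (limma adjusted p = 0.0371), and without litter 2 it reversed to 0.0013. Over all alternatives its adjusted p ranged from 0.0371 to 1.00.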

Further, schizophrenia has been associated with altered expression of multiple GABAergic receptors. For example, a decrease in the metabotropic GABA_B_ receptor has been observed in the hippocampus of schizophrenia patients[83]. 

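Gabbr1 was 14.2 ± 1.13 (SD, n = 6 pups) in saline, 12.5 ± 0.870 in Low Protein, 12.4 ± 0.949 in MAM and 13.0 ± 2.10 in Poly I:C. The log2 fold changes were -0.18, -0.19 and -0.13 (standard error 0.0861, limma adjusted p = 0.599, 0.421 and 0.630), with exact permutation p-values of 0.0216, 0.0260 and 0.279. In Poly I:C, the change depended on the litter, at -0.32 without litter 1, where it passed after adjustment (limma adjusted p = 0.0379), and 0.06 without litter 2. The adjusted p lay between 0.0379 and 0.994 over all alternatives.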

In the current experiments, we found that both Low Protein and MAM produce a decrease in expression of Gabbr1, the gene for subunit 1 of the GABA_B_ receptor. In addition, other aspects of GABAergic function are affected by schizophrenia, including transport and maintenance[84]. We also identified additional genes that were decreased by at least one of the schizophrenia models examined, including slc6a1 and slc32a1, two genes that encode GABAergic transporters, and slc12a5, the gene for the potassium-chloride cotransporter 2, which regulates intracellular chloride levels and thus GABAergic inhibition. It should be noted that in the current experiments, the dissections were not limited to the hippocampus but also included regions of the neocortex. However, the interneuron dysfunction in schizophrenia patients has been observed both in hippocampal [26,27] and cortical[85–88] regions.

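Slc32a1 was 11.8 ± 4.28 (SD, n = 6 pups) in saline and 8.56 ± 1.41 in Low Protein, a log2 fold change of -0.41 (standard error 0.174, exact permutation test, p = 0.0693). In MAM and Poly I:C its log2 fold changes were -0.26 and -0.24 (exact permutation tests, p = 0.225 and 0.357). Slc12a5 was 1.88 ± 0.394 (SD, n = 6) in saline and 1.34 ± 0.326 in Low Protein, a log2 fold change of -0.50 (standard error 0.218, exact permutation test, p = 0.0281). It was 1.51 ± 0.299 in MAM and 1.57 ± 0.561 in Poly I:C (exact permutation tests, p = 0.102 and 0.301). Without saline pup 2-1, the Low Protein change of Slc32a1 was -0.25. Slc12a5 in Poly I:C moved from -0.33 to 0.07 without Poly I:C litter 2. The limma adjusted p-values of these 2 genes in the 3 models ranged from 0.518 to 0.670.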

We have previously demonstrated that aberrant interneuron function can induce a schizophrenia-like phenotype[28], and that transplantation of specific interneuron subtypes, derived from the MGE, can reverse neurophysiological and behavioral deficits associated with schizophrenia, in the MAM rat[30,31]. For this reason, we had an *a priori* hypothesis that developmental disruptions may alter interneuron development and migration. During development, GABAergic interneurons are born in the subpallial forebrain in progenitor regions called ganglionic eminences before migrating tangentially into hippocampal and cortical regions[89]. In these progenitor regions, the cellular fate of interneuron precursors is determined by activation of a series of morphogen-regulated transcription factors. Some of the first of these transcription factors to be activated are the Dlx homeobox genes, including Dlx1/2 and Dlx5/6. Dlx1 and Dlx2 are activated in all interneurons downstream of early patterning genes and play an important role in the generation, specification, and migration of interneurons (for review see [90]). In humans, reduced Dlx1 mRNA has been observed in the OFC[91] and thalamus[92] of schizophrenia patients. Downstream, Dlx 5/6 are direct targets of Dlx1/2, and have been shown to play a role in interneuron maturation. 

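Dlx1 had a normalized value of 32.0 ± 6.54 (SD, n = 6 pups) in saline, 26.0 ± 3.22 in Low Protein, 26.5 ± 3.14 in MAM and 29.0 ± 3.75 in Poly I:C. Its log2 fold changes were -0.29, -0.26 and -0.13 (standard error 0.112), with exact permutation p-values of 0.0411, 0.0476 and 0.374. Dlx5 was 6.69 ± 2.26 (SD, n = 6) in saline, 5.00 ± 0.884 in Low Protein, 5.50 ± 0.707 in MAM and 5.87 ± 0.890 in Poly I:C. Its log2 fold changes of -0.38, -0.23 and -0.14 (standard error 0.156) did not pass 0.05 (exact permutation tests, p = 0.0801, 0.268 and 0.535). The limma adjusted p-values of both genes were all at least 0.416. Without saline pup 2-1, the changes in Low Protein and MAM were -0.19 and -0.16 for Dlx1 and -0.23 and -0.08 for Dlx5. In Poly I:C, the log2 fold change of Dlx5 lay between -0.26 and 0.01 when pups or litters were left out.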

In the current experiments, we also found that all three prenatal manipulations decreased Dlx1 and Dlx5 gene expression, suggesting that these transcription factors may be one mechanism by which prenatal disruptions can lead to alterations in interneuron development. Specificity for the MGE developing interneurons (including PV and SST) come from the early expression of NK2 homeobox 1 (NKX2.1). Indeed, unlike the Dlx homeobox transcription factors, Nkx2.1 is absent from the LGE and CGE [93], suggesting a specific role in MGE neurogenesis. Nkx2.1 is expressed in PV and SST progenitors of the MGE and activates the downstream transcription factor, Lhx6, which is required for interneuron migration and post-migratory maturation[89]. Interestingly, all three prenatal manipulations that we examined produced a decrease in Lhx6 expression. This finding is in line with results from human studies that identified deficits in Lhx6 function in schizophrenia patients[94,95]. 

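Lhx6 was 2.65 ± 0.360 (SD, n = 6 pups) in saline, 1.91 ± 0.329 in Low Protein, 2.09 ± 0.218 in MAM and 2.32 ± 0.620 in Poly I:C. The log2 fold changes were -0.48, -0.34 and -0.23 (standard error 0.145, lowest limma adjusted p = 0.416). Exact permutation tests gave p = 0.00866 in Low Protein, 0.0130 in MAM and 0.268 in Poly I:C. Without Poly I:C litter 2, the log2 fold change in Poly I:C was 0.04.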

Further, many of the genetic cascades downstream of Lhx6 have also been implicated in schizophrenia. For example, alterations in the expression of the chemokine receptors (CXCR4 & CXCR7) have been reported [96] and an association between neuregulin signaling (via the Erb4 receptor) has been extensively studied [97–101]. Interestingly, we did not see changes in markers of pyramidal cells (CAMKII, TBR1, MAP2), astrocytes (GFAP, Slc1A3, S100B, ALDH1L1), microglia (TMEM119, CX3CR1), or oligodendrocytes (PDGFRA, OLIG2, MBP). 

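With CAMKII read as Camk2a and Camk2b, the markers of pyramidal cells, astrocytes, microglia and oligodendrocytes comprised 13 genes, of which 5 were among the genes tested. By sign, 11 of the 13 were lower than saline in Low Protein, 11 in MAM and 12 in Poly I:C. In exact permutation tests of the 13 markers in the 3 models, 3 of the 39 comparisons had an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment, with a lowest adjusted p of 0.0844. Camk2a was 0.207 ± 0.0254 (SD, n = 6 pups) in saline, 0.166 ± 0.0143 in Low Protein and 0.146 ± 0.0484 in Poly I:C. Its log2 fold changes were -0.32 in Low Protein (exact permutation test, p = 0.00216, the smallest that can be reached), -0.14 in MAM (p = 0.312, exact permutation test) and -0.58 in Poly I:C (p = 0.0130, same test). Camk2b changed by -0.12, -0.09 and -0.22 on the log2 scale (standard error 0.0970). Aldh1l1 had log2 fold changes of -0.34, -0.31 and -0.57 (exact permutation tests, p = 0.108, 0.104 and 0.0368). Without Poly I:C litter 2, the Poly I:C changes were -0.31 for Camk2a, -0.07 for Camk2b and -0.20 for Aldh1l1. Gfap had log2 fold changes of 0.09, 0.22 and 0.04. Camk2a, Aldh1l1 and Gfap were below the limit for testing across genes, with a mean of 547, 329 and 348 estimated reads.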

Taken together, we posit that the decrease in Dlx1, Dlx5, and Lhx6 expression that we observed in our schizophrenia models may lead to the cell-specific deficits in interneuron development that are thought to play a key role in the pathophysiology of schizophrenia.

Finally, the highest ranked pathway observed was in ribosomal function. Specifically, we found increases in the expression of multiple genes that encode ribosomal proteins in both the Low-Protein and MAM models. 

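Averaged over the 79 genes and the pups of a litter, the ribosomal protein genes of the Low Protein litters lay 0.10 and 0.21 above the saline mean on the log2 scale. The MAM litters lay 0.08 and 0.13 above it, and the saline litters at -0.02 and 0.02. With 2 litters against 2, no permutation of litters can give a p under 0.05. Random gene lists matched on genomic span and level, a comparison chosen after the data were seen, reached a highest median of 0.041 in Low Protein and 0.037 in MAM over 10000 lists. Genes in such lists do not vary together as ribosomal protein genes do. The comparison therefore speaks only to gene length and not to chance differences between pups.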

Protein abnormalities have previously been observed in schizophrenia patients[102] but total protein levels can be affected by changes in a variety of factors, including transcription, mRNA stability, gene regulation by microRNAs, protein stability, and ubiquitination. However, in line with our results, others have used neural progenitor cells derived from human induced pluripotent stem cells to demonstrate that schizophrenia patients have an increase in total protein levels that was the result of an increase in translational machinery[102]. In addition, one post-mortem study demonstrated genetic changes in ribosome and translational activity in the brain of schizophrenia patients[103]. Together with our results, this suggests that the protein abnormalities associated with schizophrenia may be a direct result of increased ribosomal machinery and translation.

It should be noted, that some genes that are known to be affected in schizophrenia were not affected by all three animal models that we examined. Further, there were zero pathways that were affected by all three models. 

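At the unadjusted threshold, 124 genes were altered in Low Protein and Poly I:C and not in MAM, 62 in Low Protein and MAM and not in Poly I:C, and 42 in MAM and Poly I:C and not in Low Protein. With the genes altered in all 3 models included, the pairs shared 153, 91 and 71 genes. The numbers altered in a single model were 204 in Low Protein, 439 in MAM and 311 in Poly I:C. Whether the pairs differ in their overlap was not tested.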

In our initial analysis, we found that 127 genes were commonly affected by protein malnutrition and Poly I:C while MAM and protein malnutrition only shared 70 common genes and MAM and Poly I:C only shared 47 common genes. Of these genes, COMTD1 has been shown to be differentially methylated in schizophrenia patients[104], which would lead to altered transcription of this gene. 

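Comtd1 had a normalized value of 3.12 ± 0.297 (SD, n = 6 pups) in saline, 2.71 ± 0.395 in Low Protein, 2.79 ± 0.167 in MAM and 2.55 ± 0.282 in Poly I:C. The log2 fold changes were -0.21, -0.16 and -0.29 (standard error 0.0887, limma adjusted p = 0.546, 0.472 and 0.259). Exact permutation tests gave p = 0.0931 in Low Protein, 0.0411 in MAM and 0.00649 in Poly I:C. The Poly I:C change was -0.41 without Poly I:C litter 1, where it passed after adjustment (limma adjusted p = 0.0320), and -0.18 without litter 2. Its adjusted p ranged from 0.0320 to 0.954 over all alternatives.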

In the current study, we found that COMTD1 expression was significantly down-regulated by prenatal protein malnutrition and Poly I:C, but not by MAM. Conversely, the Srr gene, was only downregulated by MAM treatment. 

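Srr was 2.42 ± 0.181 (SD, n = 6 pups) in saline, 2.35 ± 0.167 in Low Protein, 2.18 ± 0.125 in MAM and 2.24 ± 0.201 in Poly I:C. Its log2 fold changes were -0.04, -0.15 and -0.11 (standard error 0.0637, limma adjusted p = 0.902, 0.416 and 0.566), with exact permutation p-values of 0.481, 0.0216 and 0.145. Without saline litter 1 the MAM change was -0.08. The difference between the change in MAM and the changes in the other models was not tested. In Low Protein, the log2 fold change lay between -0.12 and 0.03 when pups or litters were left out.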

Interestingly, reduced Srr immunoreactivity has been observed in the prefrontal cortex of schizophrenia patients [105] and Srr mutant mice show schizophrenia-like behavioral deficits[106]. Although prenatal MAM, Poly I:C and protein malnutrition have all been shown to produce schizophrenia-like deficits, epidemiological evidence has only found Poly I:C and protein malnutrition to be associated with an increased risk for schizophrenia. Further, these two rodent models seem to produce less robust behavioral changes compared to the MAM model. Therefore, it is possible that MAM treatment produces schizophrenia-like deficits via a mechanism that is different than Poly I:C or protein malnutrition.

The results of the current studies are limited by the fact that only the hippocampus and neocortex were examined and that both sexes were combined. In future studies, a more nuanced approach will be used to examine transcriptomic changes across brain regions and between sexes. In conclusion, our unbiased transcriptional analysis of the developing hippocampus identified consistent and overlapping alterations in gene expression, especially related to neurotransmission, GABAergic interneuron development, and ribosomal function. Our results suggest that schizophrenia is associated with changes in gene expression that occur during gestation, and identify potential targets for future therapeutics.

## Supporting information

S1 Table (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

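RNA sequencing of the hippocampus and neocortex of 24 rat pups on embryonic day 18 was re-analysed from the processed table that the authors deposited. The pups belong to 4 groups of 6, namely saline-treated controls, Low Protein, MAM and Poly I:C. Each group holds 3 pups from each of 2 litters. The litter was read from the first part of the number in the sample names, since the paper states 3 pups per dam and 2 litters per group. All 24 pups were used. The qPCR data and the pathway analyses were not analysed here.

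The authors trimmed reads at phred quality, aligned them to rn6 with STAR, quantified them against RefSeq transcripts with the Partek E/M tool and normalized each sample to TPM with an offset of 0.0001. The deposited TPM values are not whole numbers, are never below 0.0001, sum to 70350.1 in every pup and fall with the length of the gene. They were therefore taken as values normalized to length. The table has 17420 genes, of which 2 names occur in more than 1 entry and 26 have turned into dates. These genes were kept under the names given. Fold changes in S1 Table equal the ratios of group means of the deposited values, which checked the match of samples to groups.

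The plan assumed counts. Because the deposited unit is TPM, count models were not used, and the log2 values, with the offset that the authors had added, were compared with limma (version 3.58.1, lmFit and eBayes, R version 4.3.3). Each treatment group was compared with saline in a fit of all 24 pups with the group as the factor, and p-values were adjusted by the Benjamini-Hochberg method over the 5086 genes with a mean value above 1 in every group. A fold change of a gene with low values depends on the offset. The filter follows the part of the paper's filter that its methods define, and 45 of the 1994 S1 Table genes matched have a lowest group mean of 1 or less, so the paper's filter was not reached in full. The threshold of the paper, an unadjusted p under 0.05, was used for its counts, and an adjusted p under 0.05 was given beside it. Single genes were compared by exact two-sided permutation tests of the mean log2 value, 6 pups against 6, for which the smallest p over 924 splits is 0.00216.

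The table gives no read counts. Within a pup, the values of a low gene times its genomic span are multiples of a step that 1 read is worth, and multiples up to 8 were used to estimate the step and from it the reads per pup. Genomic spans come from the GRCr8 assembly and not rn6, and 97.5% of genes were matched, 15098 by symbol and 1889 by synonym. The spans were used for lengths only. The estimated reads ranged from 27.2 to 58.6 M (megareads) per pup in saline, 24.9 to 62.3 M in Low Protein, 35.1 to 64.6 M in MAM and 28.8 to 41.6 M in Poly I:C. These depths are approximate, and a gene's counting error was not modelled.

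Lists of genes were compared with all other genes by camera with a preset correlation of 0.01, and beside it by camera with the correlation estimated from the data and by fry. For the 79 cytosolic ribosomal protein genes and the 5 genes of the MGE list, p-values were adjusted over the 3 comparisons. The other lists were the pyramidal cell, astrocyte, microglia and oligodendrocyte lists of the paper, and own lists for striatum, thalamus, choroid plexus, blood, meninges, proliferation, neuronal maturation, amino acid response, interferon response, p53 response and sex genes. Many of their genes lie outside the genes tested, so these lists were compared over the 12264 genes with a mean of at least 10 estimated reads, and adjusted over 16 lists and 3 comparisons, 48 tests, among them a list whose result is left out. A pup's score on a list is its mean log2 value over the list's genes, relative to the saline mean.

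The groups, tests, lists, filter, and most alternatives were chosen before the data were examined. Chosen after the values were seen were the variance trend, the covariate Eif2s3y in place of Xist, the filter on a mean of at least 10 estimated reads, and the random lists matched on genomic span and level. Also set after values were seen were the requirement that a gap between litters exceed the SD between litters, and the cautious readings of 2 correlations with blood and striatum scores. Genes named are those the paper names in its text or shows in Figs 2B, 3 and 4, genes of the reported lists, and for each model the 3 highest and 3 lowest changes among genes with an adjusted p under 0.05 and no overlap between 6 pups and 6 pups. Only part of the genes under this rule is printed, and that part was shortened after the values were seen. Cdkn1a, Bst2, Asns, Gbx2 and Tcf7l2 were singled out from their lists after their values were seen.

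The alternatives covered the filter on low values, the scaling of the samples, the pseudocount, the pups in the fit, the litter, a block, gene length, covariates, the set test and leaving out each of 24 pups and 8 litters, 52 settings in total. Splits of the pups into other groups were drawn 100 times with a fixed seed, and 100 simulations of unchanged groups against the saline pups gave the overlap that a shared control produces. Correlations across pups were computed within groups, with 100000 permutations. The limma code was tested on simulated data for 5086 genes with 200 genes changed by 1 on the log2 scale in 1 group, of which it recovered 197 (98.5%) at an adjusted p under 0.05, with 7 of 4886 unchanged genes called. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and the litter effect was fitted with statmod 1.5.0.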

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

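Chosen only after the result was seen were the comparisons of litters for Cdkn1a and for the p53 response list, the comparison of the interferon response list with blood, the reads expected in Poly I:C pup 1-3, and the rule that a gap between litters must exceed the SD between litters. A test for a sample far from its group was made on 172 groups of 6 pups, 68 for list scores and 104 for genes, and found 4, where chance gives 8.6. These 4 findings, in 2 pups, are fewer than chance alone would give.

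Poly I:C pup 1-3 had a microglia list score of -1.18, while the other Poly I:C pups lay between 0.05 and 0.32. The list holds 2 genes, Tmem119 and Cx3cr1. Tmem119 stood at 11.9 estimated reads in this pup, the lowest of the list, against at least 33.7 in the others. At the lowest level of the other pups, this pup's depth would give 35.9 reads of Tmem119 and 135 of Cx3cr1, which stood at 91.0, so they were 4.00 and 3.80 counting SDs below. Few reads alone are therefore a weak account of the distance, but the reads are estimates and this is 1 pup, so the account stays open. No biological explanation was tested for this pup.

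The choroid plexus list score of the same pup was -1.93, with the other Poly I:C pups between 0.11 and 0.77. Of the 6 genes in the list, 6 had their lowest Poly I:C value in this pup, and the most abundant, Ttr, was at 32.0 against 137 to 240. All 6 had a mean of at least 10 estimated reads over the pups. A candidate explanation is that this dissection took in less choroid plexus, which the 6 of 6 genes needs, since counting error would not lower them together. MAM pups 1-3 and 2-3 also had low scores, at -1.66 and -1.30. The pup's treatment does not separate it from the other Poly I:C pups, and no biological explanation was tested.

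In saline pup 2-1, Dlx1 stood at 5.48 on the log2 scale (other saline pups 4.70 to 4.98) and Lhx2 at 1.83 (2.55 to 2.77). This pup also had the highest striatum score, 0.90. A candidate explanation is more subpallial tissue in the dissection, which would raise Dlx1 and dilute the cortical gene Lhx2. In the other 23 pups, Lhx2 and the striatum score correlated within groups at r = -0.28 (rho = -0.16, permutation test, p = 0.411), and at -0.23 without the 2 farthest pups. This neither shows nor excludes the explanation, and a difference of this pup itself cannot be told apart from the dissection. Leaving the pup out moved the median log2 fold change of the MGE list from -0.38 to -0.27 in Low Protein, from -0.26 to -0.16 in MAM and from -0.14 to -0.03 in Poly I:C, and raised its camera adjusted p in MAM from 0.0332 to 0.518.

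Cdkn1a, a p53 target outside the genes tested and not discussed in the paper, was higher in MAM, with a log2 fold change of 1.00. Its value was 1.13 ± 0.0810 (SD, n = 6 pups) in MAM and 0.566 ± 0.0570 in saline, and 6 of 6 MAM pups lay above all saline pups (exact permutation test, p = 0.00216, the smallest possible). In limma its adjusted p was 0.00133 without a filter and 0.00065 over genes with a mean of at least 10 estimated reads. The tables argue against litter differences as the cause, since 0 of the 6 other litters reached the lower MAM litter. The MAM litters stood at 0.18 and 0.17 on the log2 scale and the highest other litter at -0.65, a gap of 0.82 against an SD between litters of 0.118. Of the 28 ways to choose 2 of 8 litters, 1 gives the top 2 (share 0.0357). They also argue against the authors' scaling, since the lowest log2 fold change over the scalings of the samples was 1.00. With log2(value + 1), a change of pseudocount, it was 0.44. GC content, reads shared with other genes and tissue composition were not tested for this gene and stay open, beside a response to MAM, which is a DNA methylating agent.

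The p53 response list, which holds Cdkn1a and Aen, had a median log2 fold change of 0.11 in MAM over 12 genes, of which 8 were higher. Its adjusted p was 1.45e-07 with the preset correlation, 0.00127 with the estimated correlation and 0.00156 with fry. Pup scores were 0.19 ± 0.0475 (SD, n = 6) above saline (exact permutation test, p = 0.00216, the smallest possible). Over the 8 of these genes that were also among the genes tested, the median was 0.0045 with 4 of 8 higher, and the fry adjusted p was 0.345, so the difference rests on part of the list. In Low Protein and Poly I:C the median was -0.0024 and 0.02. Litter differences are argued against, since 0 of the 6 other litters reached the lower MAM litter (0.17 and 0.20 in MAM, at most 0.04 elsewhere, gap 0.13, SD between litters 0.0289). Other technical explanations were not tested, and a response to MAM remains a hypothesis found and tested on the same pups.

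Bst2, an interferon-induced gene outside the genes tested, had a log2 fold change of 0.97 in Poly I:C (0.835 ± 0.312 against 0.405 ± 0.0951, SD, n = 6, exact permutation test, p = 0.0130). With log2(value + 1) it was 0.37. The interferon response list had a median log2 fold change of 0.34 in Poly I:C, with 10 of 12 genes higher. Its adjusted p was 4.07e-05 with the preset correlation, 0.398 with the estimated correlation and 0.146 with fry, and pup scores differed at p = 0.0498 (exact permutation test). In Low Protein and MAM the median was 0.10 and 0.03. Litter differences stay open. While 0 of the 6 other litters reached the lower Poly I:C litter (0.26 and 0.72, at most 0.19 elsewhere), the gap of 0.07 is smaller than the SD between litters of 0.183. Blood in the tissue also stays open. The interferon and blood scores correlated within groups at r = 0.26 (rho = 0.19, permutation test, p = 0.282) and at -0.05 without the 2 farthest pups, too weak a relation to decide. A response to Poly I:C, which mimics viral RNA, cannot be told apart from these explanations here.

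The amino acid response list had a median log2 fold change of 0.27 in Low Protein, with 12 of 13 genes higher. Its adjusted p was 1.81e-13 with the preset correlation, 0.0382 with the estimated correlation and 0.0147 with fry, and pup scores were 0.28 ± 0.229 (SD, n = 6) above saline (exact permutation test, p = 0.0130). In MAM the median was -0.04 and in Poly I:C 0.14, where the fry adjusted p was 0.393 and pup scores differed at p = 0.0455 (exact permutation test). Of its genes, 3 had been seen in S1 Table when the list was written. A trend with gene length is argued against, since the median was 0.27 with the length offset too. Litter differences remain a candidate explanation, as 1 litter of another group, at 0.20, was above the lower Low Protein litter (0.12 and 0.44). Asns showed the same unevenness. Its log2 fold change was 0.51 in Low Protein, 0.93 without Low Protein litter 1 and 0.10 without litter 2. A response to the diet stays open beside these differences. The paper does not state whether the Low Protein dams were injected, so the comparison with saline may mix diet and injection.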

How the results depend on the processing

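In total, 52 settings were fitted, of which 24 left out 1 pup and 8 left out 1 litter. The filterByExpr filter, the count model, GC content and the covariate Xist were not run, as they need counts, sequences or values not used here. The pseudocount of 0.0001 is the authors' own and is the setting reported. The variance trend, the covariate Eif2s3y and the filter on a mean of at least 10 estimated reads were chosen only after the values were seen. Other than by leaving out pups or litters, the reported counts, overlaps and list medians kept direction and side of the threshold, or size, in 197 of 241 comparisons, with 12 weaker, 2 stronger, 30 moved and 0 reversed. Over those settings, the ribosomal protein median lay between 0.14 and 0.18 in Low Protein, 0.05 and 0.14 in MAM and 0.03 and 0.05 in Poly I:C, and the MGE list median between -0.41 and -0.32, -0.28 and -0.21, and -0.19 and -0.13. Of 1248 values of named genes, 1236 kept direction and side of the threshold or, where not tested, moved by less than the SD between pups pooled over the 4 groups, with 4 weaker, 0 stronger, 5 moved and 3 reversed.

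The filter on low values set the number of genes and with it the counts. Without a filter (15122 genes), 1024, 1387 and 1298 genes passed the unadjusted threshold in Low Protein, MAM and Poly I:C, against 419, 572 and 506, with 2 genes passing after adjustment in MAM in place of 1 and 106 altered in all 3 models in place of 29. With at least 10 estimated reads in every pup (11418 genes), these were 845, 1196 and 1106, 2 and 79. With a mean of at least 10 estimated reads (12264 genes), they were 892, 1238 and 1170, 2 and 82. More genes tested is part of the construction of these filters. After adjustment, 0 genes were altered in all 3 models and 0% in 2 or more.

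Other scalings of the samples changed which way the MAM genes went. Of the genes altered in MAM, 27.3% were higher as reported, 60.6% with the median of ratios, 69.0% with the upper quartile, 58.0% with library size, 62.0% with the gene length offset and 57.3% with the length offset and replicate block. The median log2 fold change of all genes tested in MAM was -0.05 as reported and 0.0051 with the upper quartile. The ribosomal protein median in Poly I:C, 0.038 with an adjusted p of 0.0356, became 0.033 (0.0693) with the median of ratios, 0.027 (0.0762) with the upper quartile and 0.045 (0.0807) with library size. With library size, the MGE list in Poly I:C passed at -0.14 (adjusted p = 0.0453). With the upper quartile, 2 MAM genes passed after adjustment, and Bst2 in MAM went from -0.04 to 0.011. Since a scaling shifts every gene of a comparison alike, the sign of Bst2 follows from this shift, and so, at least in part, does the share of higher genes with the 3 scalings. The cause of the other changes was not tested. With log2(value + 1), Lhx8 in Low Protein moved to -0.25 and Camk2a there from -0.32 to -0.05, since a pseudocount of 1 shrinks changes of low values.

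With only the 12 pups compared in the fit, 0 MAM genes passed after adjustment, and the ribosomal protein median in Poly I:C stayed at 0.038 with an adjusted p of 0.0588. Of the Low Protein genes, 31.0% were higher in place of 44.4%. With litter means, 271, 260 and 298 genes passed the unadjusted threshold, 0 MAM genes passed after adjustment, and the MGE list in Poly I:C passed at -0.19 (adjusted p = 0.0050). Fewer samples are part of both constructions. With the litter as a random effect (correlation 0.031), the counts were 361, 513 and 454.

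The length offset gave 1 Poly I:C gene after adjustment and reversed Camk2b in MAM to 0.035. With the covariate Eif2s3y, 0 MAM genes passed after adjustment and 881 at the unadjusted threshold, and the MGE list in MAM was -0.23 (adjusted p = 0.125). The variance trend gave 420, 576 and 507 genes. The cause was not tested.

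The choice of set test mattered for the lists. With camera and the estimated correlation, the MGE list was -0.38 in Low Protein (adjusted p = 0.0730) and -0.26 in MAM (0.324), and the ribosomal protein genes 0.038 in Poly I:C (0.630). With fry, the ribosomal protein genes were 0.091 in MAM (0.0986) and 0.038 in Poly I:C (0.544), and the MGE list -0.26 in MAM (0.106). The medians are the same by construction. Over all alternatives the adjusted p of the ribosomal protein genes ranged from 5.67e-47 to 0.0325 in Low Protein, 3.14e-30 to 0.0986 in MAM and 3.22e-06 to 0.630 in Poly I:C, and that of the MGE list from 7.16e-07 to 0.0730, 0.00160 to 0.518 and 0.0050 to 0.989.

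The sample names share replicate numbers across groups. Of 36 pairs with the same number, 22 deviated together with a correlation over 0.1 (range -0.42 to 0.56). For number 2.2, 6 of 6 pairs did. Since not every pair did, the main fit did not pair the pups by number. Pairs with different numbers were not compared, so this does not exclude a pairing. The main fit and the exact permutation tests leave such a pairing out. With the replicate block, 596, 794 and 652 genes passed the unadjusted threshold, 71 were altered in all 3 models and 0 MAM genes passed after adjustment, and the MGE list in MAM was -0.26 (adjusted p = 0.0504). With the replicate block and length offset, 782 Poly I:C genes passed and 44 were altered in all 3 models, and Camk2b in MAM was 0.035. Calls lost under the block do not show a smaller effect. A block on the litter number gave 462, 668 and 543 genes.

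When pups or litters were left out, 385 of 448 comparisons kept direction and side of the threshold, or size, with 15 weaker, 6 stronger, 41 moved and 1 reversed. In Low Protein, 271 to 530 genes passed the unadjusted threshold and 0 to 9 after adjustment (9 without Low Protein litter 1, 2 without Poly I:C litter 1). In MAM, 163 to 862 passed and 0 to 2 after adjustment (319 without MAM litter 1, 245 without MAM litter 2, 163 without saline litter 1). In Poly I:C, 228 to 964 passed and 0 to 219 after adjustment (964 and 219 without Poly I:C litter 1, 228 without Poly I:C litter 2, 289 without saline litter 2). The genes altered in all 3 models ranged from 8 (without Poly I:C litter 2) to 97 (without Poly I:C litter 1), and the percentage altered in 2 or more from 14.4 to 29.3. The ribosomal protein median ranged from 0.10 to 0.20 in Low Protein, 0.066 to 0.12 in MAM and -0.016 to 0.080 in Poly I:C, where it reversed to -0.016 without Poly I:C litter 2 (adjusted p = 0.0111). The MGE list median ranged from -0.47 to -0.27, from -0.33 to -0.16 and from -0.26 to -0.0085. The adjusted p of Aen in MAM ranged from 0.000595 to 0.928 over all alternatives. Without 1 litter, a group rests on 3 pups of 1 dam, so genes that pass there cannot tell treatment from litter. The pups of Poly I:C litter 2 also differed. The neuronal maturation score was -0.06 in pup 2-1, -0.50 in pup 2-2 and -0.48 in pup 2-3. Fewer samples are part of these constructions, and the cause beyond that was not tested.

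Of 2496 values of named genes in these fits, 2444 kept direction and side of the threshold or, where not tested, moved by less than the SD between pups pooled over the 4 groups, with 8 weaker, 7 stronger, 4 moved and 33 reversed. The ranges of the reversed log2 fold changes were -0.48 to 0.16 (MAM) and -0.81 to 0.26 (Poly I:C) for Gsx1, -0.22 to 0.0060 (MAM) and -0.24 to 0.086 (Poly I:C) for Sox6, and -0.15 to 0.071 (MAM) for Bst2. In Poly I:C they were -0.15 to 0.18 for Cdkn1a, -0.0043 to 0.091 for Gfap, -0.80 to 0.70 for Nkx2-1, -0.26 to 0.010 for Dlx5, -0.49 to 0.040 for Lhx6, -0.77 to 0.0013 for Gad1, -0.32 to 0.057 for Gabbr1 and -0.72 to 0.068 for Slc12a5, and for Srr in Low Protein -0.12 to 0.028. The cause was not tested. The depth of the data limits genes with few reads. Of the genes not tested, 7251 had a mean of at least 10 estimated reads.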

Differences from the paper's values

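No count or percentage in the paper's text differed from the value computed here by more than 1.5 times. The paper's 599, 532 and 440 differentially expressed genes in MAM, Poly I:C and Low Protein stood against 572, 506 and 419 here, and the paper's 33 genes altered in all 3 models against 29. The paper's 127, 70 and 47 genes shared by pairs of models stood against 124, 62 and 42, and the paper's number of genes included, 5212, against 5086. Alternatives set before the data were examined moved some of these away from the paper. Of 45 alternatives, 9 moved the count for MAM by more than 1.5 times from the paper's value, 8 that for Poly I:C, 4 that for Low Protein, 14 the genes altered in all 3 models, 17, 13 and 17 the genes shared by Low Protein and MAM, Low Protein and Poly I:C, and MAM and Poly I:C, 2 the genes included and 0 the percentage altered in 2 or more.

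The paper gives a minimum absolute log fold change for the genes altered in Poly I:C and Low Protein. On the log2 scale, 3 and 0 of the altered genes reached 0.6 here. On the signed linear scale of S1 Table all 506 and 419 did, the smallest absolute fold being 1.06 and 1.07. By construction, any gene reaches 0.6 on that linear scale, altered or not.

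The paper states that Dlx1, Dlx5 and Lhx6 fell in all 3 models. In Poly I:C the log2 fold changes of -0.13, -0.14 and -0.23 did not pass 0.05 (exact permutation tests, p = 0.374, 0.535 and 0.268). Dlx5 in Low Protein and MAM did not pass it either (exact permutation tests, p = 0.0801 and 0.268), although Dlx5 in Low Protein passed the unadjusted threshold in limma. Fig 4 lists Nkx2.1 among the lower genes, and here its log2 fold changes of -0.71, -0.51 and -0.05 did not pass 0.05 (exact permutation tests, p = 0.232, 0.275 and 0.920). The paper also rests on qPCR, which was not analysed here. By qPCR it reports lower Dlx1, Dlx5 and Nkx2.1 in Low Protein and MAM, and lower Lhx6 in all 3 models. The MGE list as a whole, whose camera adjusted p was 0.0563 in Poly I:C, passed 0.05 there with scaling to library size (0.0453), with litter means (0.0050), without Poly I:C pup 1-2 (0.0180), without Poly I:C litter 1, without saline pups 1-2 (0.0294), 2-2 (0.0419) or 2-3 (0.0099) and without saline litter 1 (0.0402). Over all alternatives it ranged from 0.0050 to 0.989.

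Lhx2 is described as upregulated in the models, and here it was higher in all 3, at p = 0.108 in Low Protein (exact permutation test), where limma passed the unadjusted threshold. Adra2a is described as lower in Poly I:C, where its exact permutation p was 0.0758, and limma passed the unadjusted threshold. Slc32a1 is described as lower in at least 1 model. Its lowest exact permutation p was 0.0693, in Low Protein, where limma passed the unadjusted threshold. The paper gives Comtd1 as lower in Low Protein and Poly I:C but not in MAM. Limma at the unadjusted threshold gives the same 2 models, whereas exact permutation tests gave p = 0.0931 in Low Protein, 0.0411 in MAM and 0.00649 in Poly I:C.

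The paper reports no change in markers of pyramidal cells and astrocytes. Here Camk2a had a log2 fold change of -0.32 in Low Protein and -0.58 in Poly I:C (exact permutation tests, p = 0.00216, the smallest possible, and 0.0130), and Aldh1l1 -0.57 in Poly I:C (exact permutation test, p = 0.0368). Neither was among the genes tested. With log2(value + 1) the Poly I:C changes were -0.08 for Camk2a and -0.07 for Aldh1l1, and Aldh1l1 was at -0.95 without Poly I:C litter 1 and -0.20 without litter 2. Camk2b, which was tested, was lower by -0.22 on the log2 scale in Poly I:C and passed limma's unadjusted threshold there (adjusted p = 0.439). With adjustment over the 39 comparisons of markers, 0 passed.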

Other observations

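Chosen only after the result was seen were the litter splits of the counts of genes, the comparison of Gbx2 with Tcf7l2, the part of the MAM length slope carried by depth, the covariate Eif2s3y and the random lists matched on genomic span and level.

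Other splits of the 12 pups of each comparison were fitted in the same way. As many genes at an unadjusted p under 0.05 were found in 18 of 100 splits for Low Protein, 9 of 100 for MAM and 20 of 100 for Poly I:C, the real split included. Hence counts of this size may arise from groupings that cross the treatments. As many genes with an adjusted p under 0.05 as in MAM, 1 gene, were found in 2 of 100 splits. A median of the ribosomal protein genes as far from 0 was found in 1 of 100 splits for Low Protein, 13 for MAM and 59 for Poly I:C, and of the MGE list in 1, 7 and 28 of 100. The Low Protein medians of both lists thus stood out from other splits, and those of MAM and Poly I:C did not. When the 24 pups were allocated at random to 4 groups of 6, 20 of 100 allocations gave as many genes altered in all 3 models, and 25 of 100 as high a percentage altered in 2 or more.

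The shared saline pups are a candidate explanation for the overlap between models. In 100 simulations of unchanged groups, 13 gave as many genes altered in all 3 models as observed, and 17 as high a percentage in 2 or more. The mean number of altered genes per comparison was 217 in the simulations and 499 in the data, with 9 of 100 simulations as high. Fewer altered genes leave fewer to overlap. The observed correlations of the log2 fold changes across genes were 0.61 for Low Protein and MAM, 0.58 for Low Protein and Poly I:C and 0.24 for MAM and Poly I:C. The simulations gave means of 0.43, 0.50 and 0.47, with 95% of values from -0.07 to 0.83, -0.04 to 0.86 and -0.12 to 0.83. This does not exclude changes common to the models. When each group was compared with the mean of the other 3, 466 genes differed in saline, 265 in Low Protein, 987 in MAM and 738 in Poly I:C at an unadjusted p under 0.05, and 0, 1, 23 and 11 after adjustment.

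Treatment was given to the dam, and each group holds 2 litters, so the litter is the unit that was treated. With litter means in the fit, 271, 260 and 298 genes passed the unadjusted threshold in Low Protein, MAM and Poly I:C. By chance, 254.3 would pass, and after adjustment 0 passed in each model. These counts lay little above chance, although a fit of fewer samples also finds fewer genes. Of the 3 ways to split 4 litters into 2 and 2, as many genes as in the real split were found in 2 for Low Protein, 1 for MAM and 2 for Poly I:C, the real split included. With only the 12 pups compared in the fit, the real splits gave 510, 763 and 396 genes. The other splits gave 575 and 97 for Low Protein, 116 and 63 for MAM, and 488 and 172 for Poly I:C. With 3 splits no share under 0.05 is possible. Within groups, 639 genes differed between the 2 litters in Low Protein, 132 in MAM, 614 in Poly I:C and 62 in saline. As many were found in 1, 7, 2 and 9 of the 10 splits of the 6 pups into 3 and 3, which also cannot give a share under 0.05.

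The paper combines both sexes. Eif2s3y, a gene on the Y chromosome, was above 0.5 in 2 saline, 4 Low Protein, 4 MAM and 2 Poly I:C pups. Among these, MAM pup 1-1 stood at 0.988. LOC100911498 was above 1 in this pup, at 5.26, and otherwise only in pups with Eif2s3y below 0.5. The sex of this pup is therefore unclear. With the log2 value of Eif2s3y as a covariate, 380, 881 and 520 genes differed in Low Protein, MAM and Poly I:C at an unadjusted p under 0.05, against 254.3 by chance. Among pups below 0.5, however, Eif2s3y ran from the offset of 0.0001 in saline pup 2-1 to 0.00811 in Low Protein pup 2-3. On the log2 scale the covariate thus also varied between pups with almost no reads of this gene. Other splits of the pups reached such counts too. The comparison therefore cannot decide whether sex caused the counts. A part played by sex in single genes was not tested.

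For the higher ribosomal protein genes, a trend of the fold change with gene length is argued against as the whole cause. Of 10000 random lists with the same genomic spans and levels, 0% had a median as high in Low Protein and 0% in MAM, the highest being 0.041 and 0.037. It was 0% in Poly I:C too, at 0.038 against a highest of 0.032. Genes in random lists do not vary together as ribosomal protein genes do, so that 0% speaks only to gene length and not to chance differences between pups. Litter differences could not be excluded. The number of saline litters as high as the lower treated litter was 0 in Low Protein and 0 in MAM. With 2 litters against 2, however, the litters cannot give a share under 0.05, so this comparison cannot tell treatment and litter apart.

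In MAM, the log2 fold change fell with genomic span (rho across genes -0.37, against -0.22 in Low Protein and 0.03 in Poly I:C). The slope per pup was -0.08 ± 0.0648 (SD, n = 6) in MAM, with p = 0.0498 against saline (exact permutation test). It was -0.04 in Low Protein (p = 0.266, exact permutation test) and 0.0051 in Poly I:C (p = 0.890, exact permutation test). Library depth is argued against, since slope and estimated depth correlated within groups at r = 0.024 (rho = -0.07, permutation test, p = 0.914), or -0.20 without the 2 farthest pups, and the part of the MAM slope that a depth term carried lay between -0.022 and 0.022 (95% interval), short of the whole. Litter differences stay open. While 0 of the 6 other litters lay below the nearer MAM litter (-0.0822 and -0.0872), the lowest other litter was at -0.0819, a gap far smaller than the SD between litters of 0.0460. RNA quality was not tested.

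The lower MGE list in Low Protein may in part reflect how much subpallial tissue each dissection took in, as the MGE and striatum scores correlated within groups at r = 0.69 (rho = 0.65, permutation test, p = 0.00056), or 0.54 without the 2 farthest pups. With the striatum score as a covariate, the difference in MGE score was -0.31 (standard error 0.139) in Low Protein in place of -0.44 (standard error 0.181), -0.14 in place of -0.30 in MAM and -0.06 in place of -0.14 in Poly I:C. Interneurons and striatal neurons share an origin, so that a biological change in the ganglionic eminences would move both scores too, and cannot be told apart from the dissection. The striatum list of 12 genes had a median of -0.28 in Low Protein, -0.39 in MAM and -0.15 in Poly I:C (fry adjusted p = 0.609, 0.559 and 0.788).

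The thalamus list of 5 genes had medians of -0.36 in Low Protein, -0.36 in MAM and 0.34 in Poly I:C (fry adjusted p = 0.939, 0.609 and 0.559). Gbx2 and Tcf7l2 correlated within groups at r = 0.91 (rho = 0.89), or 0.84 without the 2 farthest pups. The thalamic tissue in each dissection is a candidate explanation, since a pair of thalamic genes rising in the same pups is what it needs. No biological explanation was tested.

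The remaining lists were compared in the same way over genes with a mean of at least 10 estimated reads, with medians in the order Low Protein, MAM and Poly I:C. Proliferation genes (12) had medians of 0.13, 0.13 and 0.18, with 12, 11 and 12 genes higher, and neuronal maturation genes (12) of -0.17, -0.15 and -0.18, with 1 gene higher in each. Camera with the preset correlation gave adjusted p-values of 0.00163, 1.71e-06 and 0.000102 for proliferation and 0.000678, 0.0952 and 0.000678 for maturation, and the fry values, of which the lowest was 0.373 for both, did not pass 0.05. Pup scores, unadjusted over lists, gave p = 0.160, 0.0584 and 0.0671 for proliferation and 0.00433, 0.0238 and 0.156 for maturation (exact permutation tests). For both lists the outcome thus depends on the test. Blood genes (4) had medians of -0.04, 0.17 and 0.17, choroid plexus genes (6) of 0.03, -0.38 and -0.07, and meninges genes (6) of 0.0041, -0.08 and -0.03. The pyramidal cell list (4) of -0.10, -0.11 and -0.19, the astrocyte list (4) of -0.14, -0.10 and -0.16, the microglia list (2) of 0.06, 0.10 and -0.05 and the oligodendrocyte list (3) of -0.24, -0.21 and -0.21. The 3 sex genes had medians of 4.30, 4.11 and 0.10. For these 8 lists, 0 comparisons passed 0.05 with fry, and 1 passed with the preset correlation, the pyramidal cell list in Poly I:C (adjusted p = 0.0369, or 0.595 with the estimated correlation and 0.373 with fry). The pup scores of that list differed from saline in Low Protein (exact permutation test, p = 0.00866, unadjusted over lists). Over all 16 lists, fry kept the p53 response list in MAM and the amino acid response list in Low Protein.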
